# Cytoglobin protects cancer cells from apoptosis by regulation of mitochondrial cardiolipin

**DOI:** 10.1038/s41598-020-79830-w

**Published:** 2021-01-13

**Authors:** Lorna S. Thorne, Garret Rochford, Timothy D. Williams, Andrew D. Southam, Giovanny Rodriguez-Blanco, Warwick B. Dunn, Nikolas J. Hodges

**Keywords:** Biochemistry, Cancer, Cell biology

## Abstract

Cytoglobin is important in the progression of oral squamous cell carcinoma but the molecular and cellular basis remain to be elucidated. In the current study, we develop a new cell model to study the function of cytoglobin in oral squamous carcinoma and response to cisplatin. Transcriptomic profiling showed cytoglobin mediated changes in expression of genes related to stress response, redox metabolism, mitochondrial function, cell adhesion, and fatty acid metabolism. Cellular and biochemical studies show that cytoglobin expression results in changes to phenotype associated with cancer progression including: increased cellular proliferation, motility and cell cycle progression. Cytoglobin also protects cells from cisplatin-induced apoptosis and oxidative stress with levels of the antioxidant glutathione increased and total and mitochondrial reactive oxygen species levels reduced. The mechanism of cisplatin resistance involved inhibition of caspase 9 activation and cytoglobin protected mitochondria from oxidative stress-induced fission. To understand the mechanism behind these phenotypic changes we employed lipidomic analysis and demonstrate that levels of the redox sensitive and apoptosis regulating cardiolipin are significantly up-regulated in cells expressing cytoglobin. In conclusion, our data shows that cytoglobin expression results in important phenotypic changes that could be exploited by cancer cells in vivo to facilitate disease progression.

## Introduction

Cytoglobin is a hexacoordinated heme containing globular proteins which is frequently silenced by promoter hypermethylation in head and neck, lung, ovarian, and melanoma cancers^1–5^. However, increases in cytoglobin expression in cancer are also reported^6^, supporting a complex role for cytoglobin in cancer progression. In vitro studies have identified candidate cellular functions of cytoglobin including: oxygen sensing, detoxification of reactive oxygen species (ROS) and protection against hypoxia^5,7,8^. Cytoglobin also promotes cell survival during oxidative stress induced by multiple stressors^2,8–12^. Although the mechanism is not yet fully elucidated, it may involve enzymatic detoxification of oxidants, because cytoglobin is reported to have peroxidase, superoxide dismutase, and nitric oxide dioxygenase activities^13–20^*.* Furthermore, cytoglobin also reduces cellular levels of lipid peroxides^21^. In head and neck squamous cell carcinoma (HNSCC) cytoglobin is linked with oncogenic phenotypes^22,23^. Cytoglobin is also an important determinant of cellular response to chemotherapeutic agents and radiotherapy. For example, knockdown in human glioma cells increases sensitivity to radiation-induced apoptosis^24^. Cytoglobin also reduces the sensitivity of murine myoblasts to etoposide-induced apoptosis^25^, and protects osteosarcoma cells from doxorubicin by inhibiting ubiquitin-mediated degradation of p53^26^. The generation of oxidative stress is often an important precursor to intrinsic apoptosis. Although agents such as 5-fluorouracil are employed, cisplatin and related compounds (carboplatin, oxaliplatin) remains the most widely used chemotherapeutic in the treatment of HNSCC^27,28^. Because many patients with locally advanced HNSCC receive radiotherapy combined with platinum-based chemotherapy (i.e. cisplatin), there is a clear need to better understand mechanisms of resistance to improve patient outcome because the 5-year survival rate is currently less than 40%. As well as DNA-crosslinking, cisplatin activity is known to involve mitochondrial ROS generation^29,30^, changes in mitochondrial membrane potential and damage to the electron transport chain triggering apoptosis and cell death^31–34^. Cytoglobin has been previously described as having peroxidase activity^14,21,35^, of which the local actions are uncertain within the overall context of the cellular redox state. Therefore, a better understanding of the mechanism by which cytoglobin protects cells from oxidative stress will result in novel targets for enhancing sensitivity and apoptosis signalling in cells to increase the effectiveness of cisplatin and other drugs in order to improve the outcome of existing treatments for cancers, including HNSCC. To study the role of cytoglobin in protection of cancer cells from cisplatin, we generated a novel oral squamous epithelial cell carcinoma cell model expressing cytoglobin and herein report that cytoglobin affords resistance to cisplatin through reduced levels of ROS and activation of caspase 9. Transcriptional and metabolomic studies identified changes in genes and metabolites regulating mitochondrial redox activity and levels of the lipid cardiolipin, which is known to alter the rates of apoptosis through changes in its affinity for cytochrome *c*, and subsequently effecting its release from the mitochondria.

In summary, our findings extend understanding of the fundamental cellular function of cytoglobin and identify a role in cisplatin resistance. Our findings show that targeting cytoglobin could be a new strategy to improve therapeutic response to cisplatin.

## Results

### Transcriptomic profiling of cytoglobin expressing cells

To study the effect of cytoglobin on phenotype we generated transgenic cells derived from the non-cytoglobin expressing PE/CA-PJ41 line^3^. Of the clones generated, two, LST421 and LST54, expressing high and intermediate levels of cytoglobin (Figure S1) were selected for further study. Biochemical analysis indicated that, as expected cytoglobin-expressing cells had elevated levels of the haem protein (Figure S2) but there were no differences in levels of either intracellular ATP or oxygen consumption (Figure S2). This suggests that in cytoglobin expressing cells, increased proliferation is not completely derived through increased oxygen consumption or increased overall ATP production.

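Gene expression was compared between the cytoglobin expressing clone LST421 (labelled CYGB+) and control cells that the paper gives as not expressing cytoglobin (NCE), both derived from PE/CA-PJ41, an established line of oral squamous carcinoma cells. Each group had 3 biological replicates. RNA of each NCE replicate was hybridised to 3 arrays and RNA of each CYGB+ replicate to 2, which made 9 NCE and 6 CYGB+ arrays of the Agilent SurePrint G3 Human Gene Expression design. The scanner output gives the brightness of 58717 spots for 42405 probes on each array, without normalization, and the labels place every sample in the Cy3 (green) channel. Median spot brightness was corrected for background with normexp (offset 50), converted to log2 and quantile normalized between arrays. Values were then averaged over the spots of a probe and over the arrays of a biological replicate, so that 3 NCE values were compared with 3 CYGB+ values. Between 53.8% and 59.7% of the spots of an NCE array and between 54.8% and 61.3% of the spots of a CYGB+ array were well above background, and the number of arrays limits the precision. A probe was tested when it was well above background on every array of at least 1 group, and was named through its RefSeq accession, which gave a symbol for 25422 probes of the array. The arrays lay on 2 slides. Slide 1 held 8 NCE arrays, and slide 2 held the remaining NCE array and the 6 CYGB+ arrays, so slide and group largely coincided.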

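The condition of each array was taken from its label, and the probe for cytoglobin was examined as a check of the labels. CYGB has 1 probe on the array (A_33_P3285868), which was well above background on all 15 arrays and saturated on none. Its normalized log2 signal was 11.99 ± 0.15 (SD, n = 3) in NCE cells and 11.93 ± 0.53 (SD, n = 3) in CYGB+ cells. The log2 fold change of CYGB was -0.055 (standard error 0.25, adjusted p = 0.906 from limma), a difference smaller than the spread between replicates. Over 22 other ways of processing the arrays, the CYGB log2 fold change lay between -0.31 and 0.22, with adjusted p between 0.337 and 1.00. The scanner output does not give the position of the probe in the transcript, so whether it detects the cloned cDNA is not known, and every direction given for CYGB+ cells rests on the labels.

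**Figure D1:**
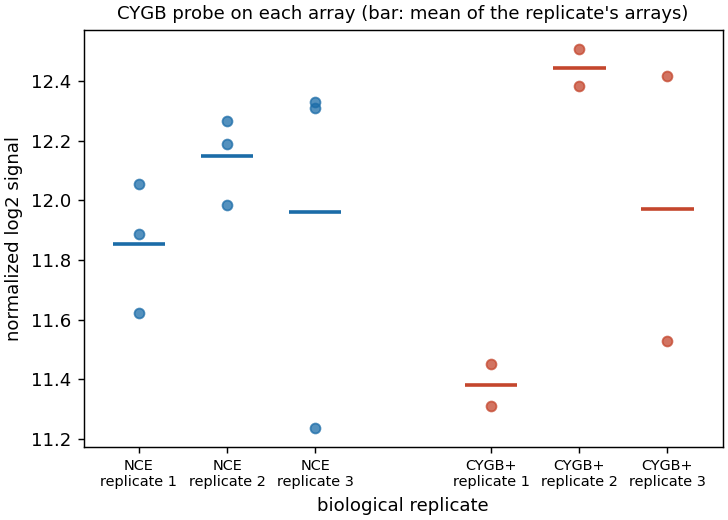
Normalized log2 signal of the CYGB probe (y axis) on each array, by biological replicate (x axis), with NCE in blue and CYGB+ in red; points are arrays and bars are the mean of a replicate's arrays. The NCE arrays lie between 11.24 and 12.33 and the CYGB+ arrays between 11.31 and 12.51.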

To identify biochemical pathways for further analysis we compared the transcriptome of cytoglobin expressing and control cells. Of the 22,347 targets probed, 3346 transcripts (15%) were significantly up-regulated (FDR < 0.05) and 3055 transcripts (14%) down-regulated (FDR < 0.05). 

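Of the 19605 probes tested, 1197 were higher and 1167 were lower in CYGB+ cells at an adjusted p under 0.05 (limma, two-sided, Benjamini-Hochberg adjustment). In each of these 2364 probes the 3 CYGB+ values lay on 1 side of the 3 NCE values. Over all probes tested, 34.9% separated the groups in this way, against 10% by chance. The counts fell when slide was taken into account. With slide as a block in a fit of all 15 arrays, 270 probes were higher and 436 lower. Of the 2335 called probes that entered this fit, 2286 kept their direction and 607 were still called. With the arrays of slide 2 alone, 2312 of the 2362 called probes that were tested kept their direction. Slide 1 held no CYGB+ array, so these fits compare the groups mainly through the single NCE array of slide 2. A fall in the number of calls in them cannot be told apart from a loss of power or from a difference of that array. Single replicates also moved the counts, and without NCE replicate 2 there were 247 higher and 275 lower probes. In simulated data with 200 of 19243 probes changed 2-fold, the comparison of 3 with 3 values found 65.5% of the changed probes, with 3 false calls. These data held no difference between slides, and each probe was drawn independently. The 3 false calls therefore do not measure errors that follow from the slides. With slide as a block 43.5% were found, so the block lowers the calls even without a slide difference.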

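A change of more than 1.5-fold at an adjusted p under 0.05 (limma) was found for 687 higher and 723 lower probes. Without NCE replicate 3 these were 268 and 255. Among named genes with a probe well above background on all arrays, the largest rises in CYGB+ cells were in LYPD1 (log2 fold change 2.39, standard error 0.30), HTRA1 (2.23, standard error 0.16), DEFB4A (2.01, standard error 0.37), ZNF789 (1.89, standard error 0.15) and PDZK1IP1 (1.83, standard error 0.16). The largest falls were in ANO1 (-3.55, standard error 0.16), PLAC8 (-2.36, standard error 0.20), ADGRF1 (-2.01, standard error 0.22), MRPL52 (-1.97, standard error 0.21) and TNS4 (-1.95, standard error 0.17). Their adjusted p ranged from 0.000172 for ANO1 to 0.0169 for DEFB4A. In the fit with slide as a block, 9 of these 10 genes were still called, and ADGRF1 was not (-1.43, adjusted p = 0.0972). With single replicates left out, the adjusted p of DEFB4A reached 0.0588. Other probes of ZNF789 (-0.019 and -0.073) and of MRPL52 (-0.31, adjusted p = 0.186) did not pass the threshold, so the calls in these genes hold for 1 of their probes.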

Within this set, 767 genes were up-regulated and 714 genes down-regulated by more than 1.5-fold. GO enrichment analysis of genes altered by more than 1.5-fold identified the following GO terms: NADP, oxidoreductase, oxidation–reduction process (enrichment score 6.18) and collagen catabolic process, hydroxylation and collagen (enrichment score 3.83). 

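Gene lists written from gene nomenclature before the data were examined were used in place of the database terms, with the brightest tested probe of each gene. Of 59 tested genes of NADP-dependent oxidoreductases, 9 were higher and 8 lower in CYGB+ cells (10 and 11 adjusted over the list alone). The higher genes were 2.24 times as frequent as among all 11990 tested genes (Fisher's exact test, two-sided, p = 0.0174, adjusted p over 18 lists = 0.180). As a set the list did not shift (camera, adjusted p = 0.913). TXNRD1 rose by 1.05 on the log2 scale (standard error 0.12, adjusted p = 0.00493) and AKR1C3 by 1.23 (standard error 0.15, adjusted p = 0.00567). IDH2 fell by 0.73 (standard error 0.10, adjusted p = 0.00733) and CBR1 by 1.07 (standard error 0.16, adjusted p = 0.00907). The list also held CYB5R2, whose enzyme uses NADH, and which fell by 1.78 (standard error 0.24, adjusted p = 0.00665). Of 34 tested genes of collagens, collagenases and collagen hydroxylases, 5 were higher and 7 lower (10 and 9 adjusted over the list alone). The lower genes were 2.94 times as frequent as among all tested genes (Fisher's exact test, two-sided, p = 0.00824, adjusted p = 0.0742). The set did not shift in camera (adjusted p = 0.913) and passed upwards in fry (adjusted p = 0.0397). With only probes well above background on all 15 arrays, which leaves out COL4A6 and COL4A5, the camera direction was downwards. It did not pass (adjusted p = 0.317, median log2 fold change -0.12). COL4A6 was not well above background on any NCE array and was at least 16.7-fold higher in CYGB+ cells, with the NCE value set at the lowest signal well above background on each array where that was higher. COL4A5, measured on 3 of the 9 NCE arrays, was higher (3.59 on the log2 scale, adjusted p = 6.96e-06), a size that is not exact because most NCE values lay near background. MMP1 rose by 1.41 (standard error 0.13), and COL1A2 fell by 1.32 (standard error 0.11).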

Next, we used KEGG pathway analysis using DAVID v6.7 to further investigate possible changes in cellular processes. Using the set of 3346 significantly up-regulated transcripts in cytoglobin expressing cells, key pathways identified included “non-alcoholic fatty liver disease” (2.2-fold enrichment) and “oxidative phosphorylation” (1.9-fold enrichment). 

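Of 82 tested genes of complexes I to IV and ATP synthase, 11 were higher and 5 lower in CYGB+ cells (16 and 5 adjusted over the list alone). The higher genes were 1.97 times as frequent as among all tested genes (Fisher's exact test, two-sided, p = 0.0255), and the median log2 fold change of the list was 0.16. By camera, complex I shifted upwards (adjusted p = 0.0186). Complex IV (adjusted p = 0.0736), complex III (0.336), complex II (0.913) and ATP synthase (0.913) did not pass the threshold. Median, mean and test differed in sign for complex II, whose mean was -0.0033 and median 0.032. The shift of complex I also passed in fry (adjusted p = 0.0211), as did complexes III and IV upwards (adjusted p = 0.0397 for each). Complex I did not pass when the correlation between genes was estimated from the data (adjusted p = 0.478). In camera it also did not pass with cyclic loess (adjusted p = 0.0648) or without CYGB+ replicate 2 (adjusted p = 0.102). With slide as a block, no list passed. The lists are near to, and not equal to, the KEGG pathways, and the fatty liver disease pathway was not analysed here.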

Multiple subunits of the electron transport chain complex were shown to be up-regulated: 13 in complex I, 2 in complex II, 5 in complex III and 4 in complex IV in cytoglobin expressing cells (Fig. 1A). 

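By complex, 5 of 38 tested subunits of complex I were higher and 1 was lower at an adjusted p under 0.05 (limma). Of 4 tested subunits of complex II, 0 were higher and 1 was lower. Of 9 subunits of complex III, 1 was higher and 0 were lower. Of 16 genes listed for complex IV, 4 were higher and 1 was lower. That list holds COX10, COX11, COX15 and COX17, which act in assembly and are not subunits, and its lower gene was COX11. NDUFA4, now named COXFA4, was counted under complex I. Subunit stands here and in the closing sections for every gene of these lists. In all, 10 of 67 subunits were higher and 3 lower (14 and 3 adjusted over the list alone). Fitting slide as a block left 2 subunits higher and 1 lower. With the array repeats taken as replicates, 23 were higher and 5 lower, and without NCE replicate 2, 4 were higher and 0 lower. The clearest rises in complex I were in NDUFV2 (log2 fold change 0.95, standard error 0.10, adjusted p = 0.00408), NDUFA2 (0.82, standard error 0.11, adjusted p = 0.00695) and NDUFB1 (0.93, standard error 0.13, adjusted p = 0.00723). In complex IV, COX7C rose by 1.27 (standard error 0.17, adjusted p = 0.00665). COX7B rose by 0.63 (standard error 0.10, adjusted p = 0.00998) and COX8A by 0.69 (standard error 0.14, adjusted p = 0.0232). In the fit with slide as a block NDUFV2 (adjusted p = 0.00460) and NDUFA2 (0.0247) were still called. NDUFB1 (0.0523), COX7C (0.292), COX7B (0.273) and COX8A (0.599) were not.

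**Figure D2:**
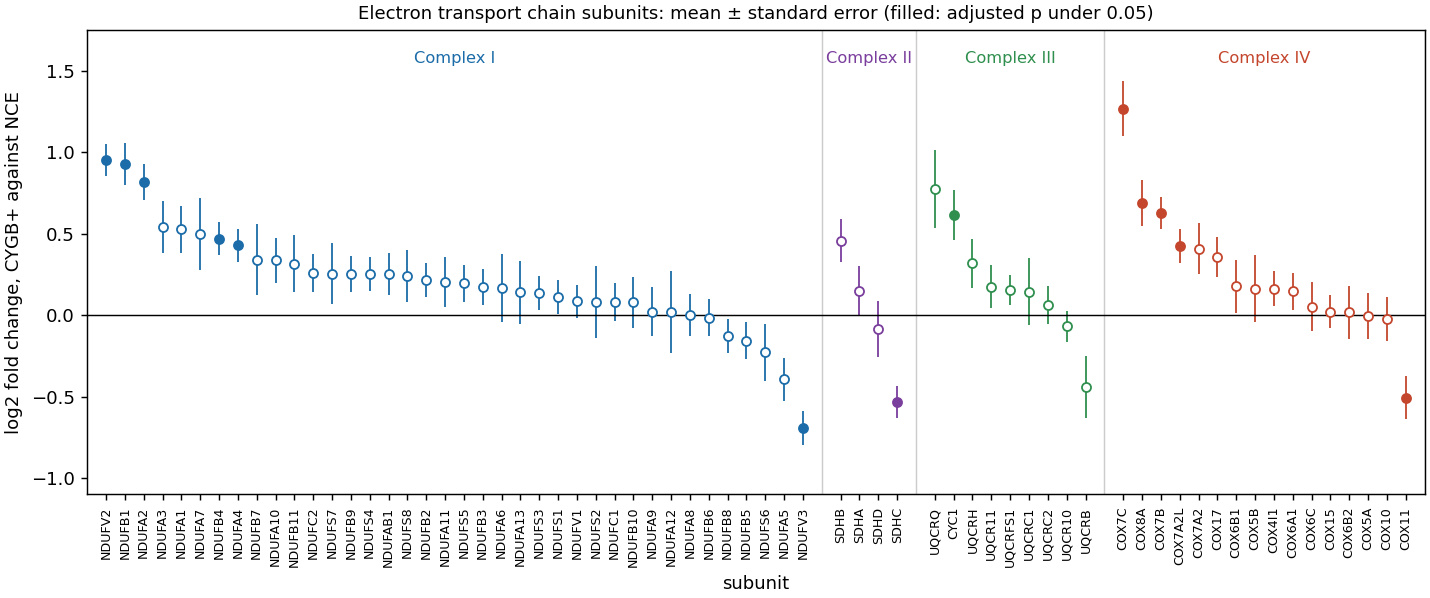
Log2 fold change between CYGB+ and NCE cells (y axis) of each tested subunit of complexes I to IV (x axis, ordered within a complex); points are the mean difference of 3 against 3 replicates, bars the standard error, and filled points have an adjusted p under 0.05. Of the 67 subunits, which include assembly genes listed for complex IV, 53 lie above 0.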

Specific differentially expressed genes relating to the respiratory complexes are detailed in Fig. 1B. Additionally, some genes associated with the respiratory complex were found to be up-regulated and others down-regulated, demonstrating that changes in gene expression were not a result of global regulation. 

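Of the 24 genes shown as higher in Fig. 1B, 22 were higher on the arrays and 9 of these passed an adjusted p of 0.05 (limma). All 4 genes shown as lower were lower, and 2 passed. These were NDUFV3 (log2 fold change -0.69, standard error 0.10, adjusted p = 0.00911) and COX11 (-0.51, standard error 0.13, adjusted p = 0.0497), neither of which was called with slide as a block. NDUFA1, shown in both directions, had a log2 fold change of 0.53 (standard error 0.14, adjusted p = 0.0537). UQCR10 had on its brightest probe a log2 fold change of -0.069 (standard error 0.096, adjusted p = 0.674), which was smaller than its error, and on another of its probes 0.29 (adjusted p = 0.0920). SDHC has 3 tested probes, of which the brightest was lower (-0.53, standard error 0.10, adjusted p = 0.0167) and another was higher (0.69, standard error 0.16, adjusted p = 0.0308).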

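Among all 11990 tested genes, 815 (6.80%) were higher and 841 (7.01%) lower in CYGB+ cells, and the median log2 fold change was 0.013. The median of the subunits of complexes I to IV was 0.16. It was 0.11 with cyclic loess, 0.18 with 75th percentile scaling, 0.23 with the processed signal of the scanner and 0.24 in the authors' value table. In the red channel, a setting chosen after the data were seen, it was 0.098. In ATP synthase, ATP5F1B rose by 0.57 (standard error 0.13, adjusted p = 0.0330), while ATP5PF fell by 0.75 (standard error 0.11, adjusted p = 0.00793) and ATP5PO by 0.63 (standard error 0.13, adjusted p = 0.0230).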

Other pathways altered were “glycosaminoglycan biosynthesis” (3.6-fold enrichment), “regulation of autophagy” and “cell cycle” (1.8-fold enrichment).

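Of 28 tested genes that regulate autophagy, 5 were higher and 0 lower in CYGB+ cells (7 and 0 adjusted over the list alone), and the set shifted upwards (camera, adjusted p = 0.0186, median log2 fold change 0.20). This shift also passed in fry (adjusted p = 0.00938), and did not with the estimated correlation (adjusted p = 0.460) or with slide as a block. In camera it also did not pass without CYGB+ replicate 2 (adjusted p = 0.0642) or without CYGB+ replicate 3 (adjusted p = 0.0567). ATG12 rose by 1.19 (standard error 0.13, adjusted p = 0.00410) and ATG101 by 0.62 (standard error 0.10, adjusted p = 0.00990). Of 41 genes of glycosaminoglycan biosynthesis, 5 were higher and 4 lower (8 and 6 adjusted over the list alone; camera, adjusted p = 0.913), with a mean log2 fold change of 0.040 and a median of -0.0061. The higher genes were 1.79 times as frequent as among all tested genes (Fisher's exact test, two-sided, p = 0.199). CHPF2 rose by 0.78 (standard error 0.12) and HS3ST1 fell by 1.15 (standard error 0.15). Of 105 cell cycle genes, 9 were higher and 8 lower (9 and 8 adjusted over the list alone; camera, adjusted p = 0.913), and the higher genes were 1.26 times as frequent as among all tested genes (Fisher's exact test, two-sided, p = 0.435). PTTG1 rose by 0.51 (standard error 0.11), and WEE1 fell by 0.98 (standard error 0.15) and TGFB2 by 1.28 (standard error 0.15).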

**Figure 1:**
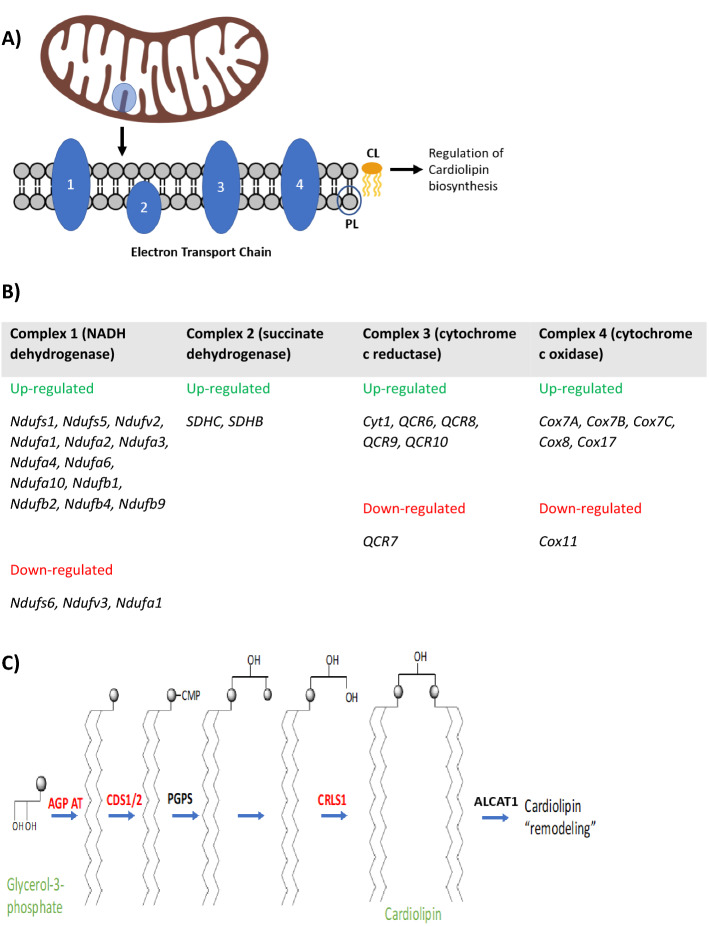
Genes related to mitochondrial electron transport chain (ETC) function and cardiolipin (CL) biosynthesis are significantly over-represented and differentially regulated in cytoglobin (LST421) expressing cells compared to non-cytoglobin expressing cells (NCE). (**A)** Multiple subunits of the electron transport chain complex were shown to be up-regulated: 13 in complex I, 2 in complex II, 5 in complex III and 4 in complex IV in cytoglobin expressing cells (highlighted in green). Downregulations in gene expression also occurred (highlighted in red): Complex I contained 3 genes, Complex III contained 1 and Complex IV contained 1 gene downregulated in cytoglobin expressing cells. (**B)** Biosynthesis of cardiolipin from glycerol 3-phosphate, 1-acylglycerol-3-phosphate O-acyl transferase 3 (AGP AT), CDP-diacylglycerol synthases 1 and 2 (CDS1/2), cardiolipin synthase (CRLS1) and lysocardiolipin acyltransferase 1 (LCLAT1), all genes involved in the biosynthesis and re-modelling of mitochondrial cardiolipin lipids were transcriptionally down-regulated in cytoglobin expressing cells (highlighted in red). There was no change in expression of phosphatidylglycerol phosphate synthase (PGPS) and phosphatidylglycerol-phosphate phosphatase (PGPP) was not included in the microarray.

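PGS1, which encodes phosphatidylglycerol phosphate synthase, had a log2 fold change of 0.39 in CYGB+ cells (standard error 0.17, adjusted p = 0.188 from limma). PTPMT1, which encodes the phosphatase of phosphatidylglycerol phosphate, has 2 tested probes on the array. The brighter had a log2 fold change of -0.050 (standard error 0.17, adjusted p = 0.873) and the other of 0.32 (standard error 0.17, adjusted p = 0.269). None of these differences passed the threshold.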

Using the set of 3055 significantly down-regulated transcripts, key pathways identified included: “glycerophospholipid metabolism” (2.0-fold enrichment), “focal adhesion” (1.6-fold enrichment), and “N-glycan biosynthesis” (2.2-fold enrichment). 

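Of 59 tested genes of glycerophospholipid metabolism, 1 was higher and 9 were lower in CYGB+ cells (1 and 11 adjusted over the list alone). The lower genes were 2.17 times as frequent as among all tested genes (Fisher's exact test, two-sided, p = 0.0209, adjusted p over the lists = 0.123). The set did not pass in camera (adjusted p = 0.339) and passed downwards in fry (adjusted p = 0.0211). LPCAT3 fell by 0.63 (standard error 0.10, adjusted p = 0.00934) and LPIN3 by 0.83 (standard error 0.13, adjusted p = 0.0105). Of 84 focal adhesion genes, 14 were lower and 5 higher (14 and 6 adjusted over the list alone), and the lower genes were 2.38 times as frequent as among all tested genes (Fisher's exact test, two-sided, p = 0.00198, adjusted p = 0.0357; camera, adjusted p = 0.235). ITGB8 fell by 1.03 (standard error 0.14, adjusted p = 0.00685) and PARVA by 0.80 (standard error 0.14, adjusted p = 0.0126). Of 42 genes of N-glycan biosynthesis, 2 were higher and 2 lower (3 and 7 adjusted over the list alone), and the lower genes were 0.679 times as frequent as among all tested genes (Fisher's exact test, two-sided, p = 0.767; camera, adjusted p = 0.913). DPM3 rose by 1.21 (standard error 0.12) and DAD1 fell by 0.59 (standard error 0.10).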

Interestingly, changes in genes involved in glycerophospholipid metabolism (Fig. 1C) included: 1-acylglycerol-3-phosphate O-acyl transferase 3, CDP-diacylglycerol synthases 1 and 2, cardiolipin synthase and lysocardiolipin acyltransferase 1: all genes involved in the biosynthesis of mitochondrial specific cardiolipin known to regulate both electron transport chain activity and apoptosis. 

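Of the 5 genes named for cardiolipin synthesis, 3 were lower in CYGB+ cells at an adjusted p under 0.05 (limma). CDS2 was at 0.501 of its NCE level (standard error 0.15 on the log2 scale, adjusted p = 0.00911), and CRLS1 had a log2 fold change of -0.76 (standard error 0.12, adjusted p = 0.0105) and AGPAT3 of -0.55 (standard error 0.14, adjusted p = 0.0448). CDS1 did not pass the threshold on either of its probes (0.027, adjusted p = 0.874, and -0.23, adjusted p = 0.220). LCLAT1 had a log2 fold change of 0.11 on its brighter probe (standard error 0.13, adjusted p = 0.618) and of -0.33 on the other (standard error 0.14, adjusted p = 0.169). Fitting slide as a block, AGPAT3 was called (-1.13, adjusted p = 0.0141), while CDS2 (-0.62, adjusted p = 0.166) and CRLS1 (-0.54, adjusted p = 0.0506) were not. Of all 17 tested genes of cardiolipin synthesis and remodelling, 0 were higher and 4 lower (1 and 5 adjusted over the list alone). The set did not pass in camera (adjusted p = 0.327) and passed downwards in fry. The other lower gene was GPAT3 (-1.26, standard error 0.24, adjusted p = 0.0179).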

The cardiolipin remodelling genes *HADHA* and *TAZ* were not present on the microarray. 

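HADHA (A_24_P242688) and TAZ (A_23_P62371, now named TAFAZZIN) each have a probe on the array that matches their RefSeq accession and was well above background on all 15 arrays. In CYGB+ cells HADHA had a log2 fold change of 0.086 (standard error 0.21, adjusted p = 0.816 from limma), and TAZ of 0.016 (standard error 0.11, adjusted p = 0.941). Neither difference exceeded its error.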

When the data set was analysed as a whole, other additional terms identified included: “p53 signalling pathway”, “apoptosis”, “glutathione synthesis” and “fatty acid metabolism”. 

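Of 54 tested apoptosis genes, 2 were higher and 4 lower in CYGB+ cells (2 and 4 adjusted over the list alone; camera, adjusted p = 0.913). FADD fell by 0.66 on the log2 scale (standard error 0.12, adjusted p = 0.0144). Of 32 genes of glutathione metabolism, 5 were higher and 3 lower (10 and 4 adjusted over the list alone; camera, adjusted p = 0.327; fry, adjusted p = 0.0211). GSTM3, measured on 1 of the 9 NCE arrays, was higher (1.90, adjusted p = 0.000218), a size that is likewise not exact, and GSS fell by 0.50 (standard error 0.092, adjusted p = 0.0168). Of 49 genes of fatty acid metabolism, 6 were higher and 2 lower (9 and 3 adjusted over the list alone; camera, adjusted p = 0.327). CPT1C rose by 1.02 (standard error 0.13, adjusted p = 0.00616).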

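The 8 genes selected for RT-qPCR were CDKN2A, ITGA2, MAP3K5, ARHGAP18, NQO1, COX7C, BNIP3L and GADD45A. On the arrays CDKN2A was 2.05-fold, NQO1 1.92-fold, GADD45A 1.85-fold and COX7C 2.41-fold as high in CYGB+ as in NCE cells, with adjusted p between 0.00665 and 0.0185 (limma, 3 against 3 replicates). MAP3K5 was at 0.492, BNIP3L at 0.523 and ARHGAP18 at 0.696 of the NCE level, with adjusted p of 0.00455, 0.00841 and 0.0354. ITGA2 was at 0.620 of the NCE level and did not pass the threshold (adjusted p = 0.120), and it passed with the replicate number as a block (adjusted p = 0.0169). A second probe of MAP3K5 (0.749) and of BNIP3L (0.588) changed in the same direction. When slide was a block, MAP3K5 (adjusted p = 0.0101), NQO1 (0.0106) and GADD45A (0.0144) were still called, and COX7C (0.292), CDKN2A (0.156), the brighter probe of BNIP3L (0.128) and ARHGAP18 (0.388) were not, while the second probe of BNIP3L was (0.0399). The reference genes TBP (log2 fold change -0.26, standard error 0.18) and B2M (0.12, standard error 0.24) did not pass the threshold (adjusted p = 0.370 and 0.777).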

RT-qPCR validation of the microarray data using 8-selected genes and comparison with other cytoglobin expressing cell lines is shown in Figure S3.

### Cytoglobin expression increases cell growth and motility

Cells expressing cytoglobin proliferated more quickly in culture (Fig. 2A), indicating that the expression of cytoglobin may initiate changes in cellular phenotype which support more rapid proliferation of the cell. Additionally, cytoglobin expressing cells also demonstrated increased motility in wound healing assays as quantified using the inCell analyser (Fig. 2B, and 2C), This effect was statistically significant (*p* < 0.01) in cells expressing both high and intermediate levels of cytoglobin.

**Figure 2:**
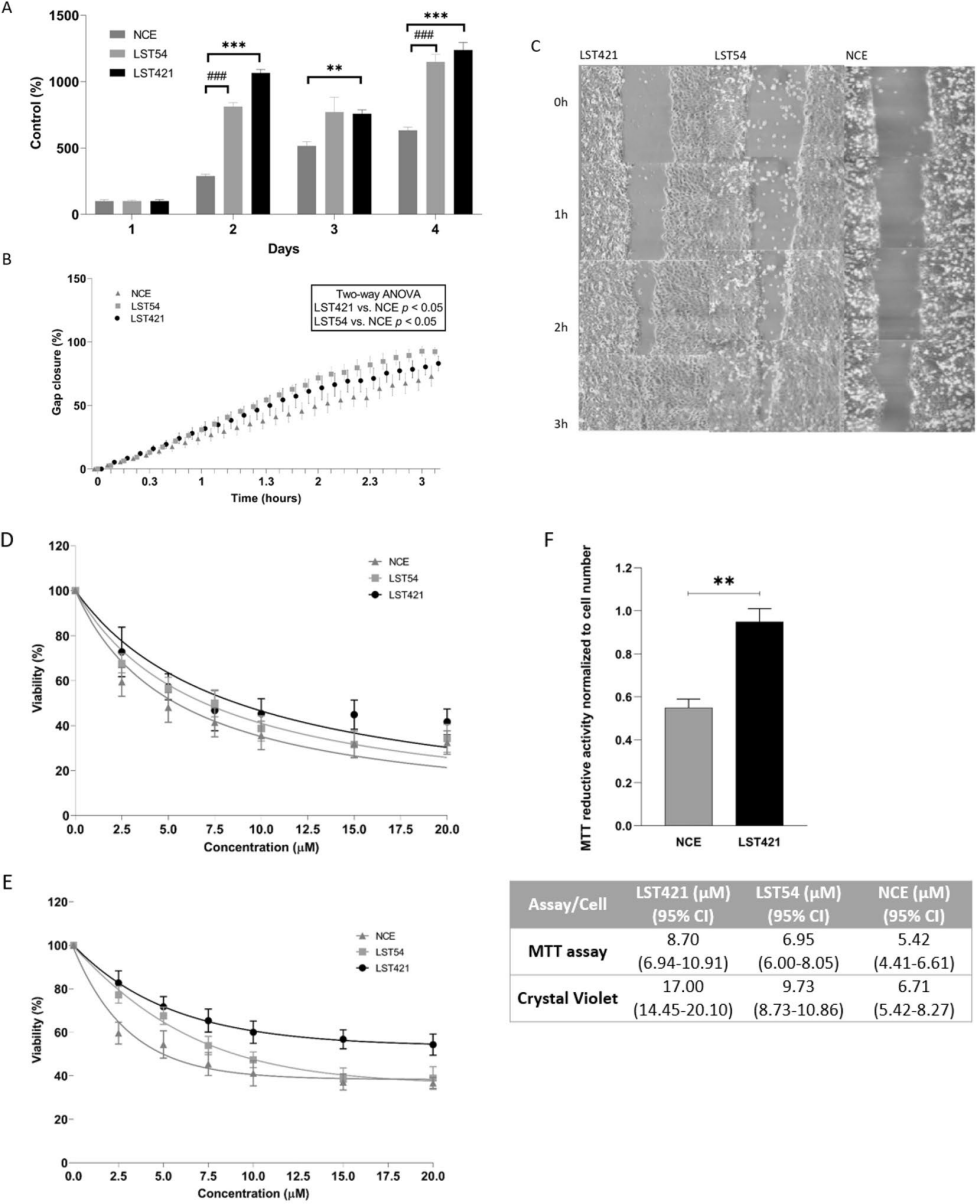
Cytoglobin expression increases cell growth and motility. (**A**) Cell number in culture following plating at the same density, (**B**,**C**) increased in cell motility as assessed by the wound healing assay and quantification using an In cell analyser. The results represent the mean of three experiments carried out in duplicate ± SD (n = 3). *** (*p* < 0.001) and ** (*p* < 0.01) represent t-test statistical significant difference between LST421 and NCE cells. ### (*p* < 0.001) represents t-test statistical significant differences between LST54 and NCE cells. Two-way ANOVA shown in **B** appear inset. Cytoglobin expression protects cells from cisplatin-induced cytotoxicity. Cells were treated with cisplatin 0–20 µM cisplatin for 24 h. (**D**) Cell viability as assessed by the MTT assay (line represents non-linear least squares regression analysis of normalised response data), (**E**) Cell viability as assessed by the crystal violet assay (line represents non-linear least squares regression analysis of normalised response data) and **F**) MTT assay normalised to cell number. Inset table contains IC_50_ values as determined using both the MTT and Crystal Violet assay calculated using least squares non-linear regression analysis. The results represent the mean of three experiments carried out in duplicate ± SD (n = 3). ** Significantly differently from un-transfected parent cell line, *p* < 0.01.

### Cytoglobin protects cells from cisplatin-oxidative stress and toxicity

To study if cytoglobin expression protects cells from cisplatin, we assessed a panel of known biochemical endpoints related to cisplatin toxicity. Cell viability as assessed by the MTT assay (mitochondrial reductive capacity) showed a statistically significantly increase (*p* < 0.05) in cells expressing cytoglobin compared to control cells following treatment with cisplatin (0–20 µM, 48 h, Fig. 2D). Non-linear least squares regression analysis determined IC_50_ values of 8.70 µM (6.94–10.91 µM 95% CI), 6.95 µM (6.00–8.05 µM 95% CI) and 5.42 µM (4.41–6.61 µM 95% CI) in the LST421, LST54 and control cells respectively using the MTT assay. IC_50_ values were also determined using the crystal violet assay (cell number) (Fig. 2E). Non-linear least squares regression analysis demonstrated IC_50_ values of 17.00 µM (14.45–20.10 µM 95% CI), 9.73 µM (8.73–10.86 µM 95% CI) and 6.71 µM (5.42–8.27 µM 95% CI) in LST421, LST54 and control cells respectively. Both cytotoxicity assays demonstrate that expression of cytoglobin protects cells from cisplatin toxicity. Analysis by qPCR showed that cisplatin treatment had no effect on cytoglobin expression in any of the cell lines investigated (data not shown). Interestingly, normalised mitochondrial reductase activity is increased in cytoglobin expressing cells (Fig. 2F), suggesting changes to either specific mitochondrial activity or number in cells expressing cytoglobin. This is consistent with the identification of changes in expression electron transport genes identified in our microarray experiment.

Quantification of reactive oxygen species (ROS) in cells showed that cytoglobin reduces levels of both total cellular ROS (Fig. 3A) and mitochondrial superoxide (Fig. 3B). Cytoglobin also protects cells from cisplatin (7.5 and 15 µM, 48 h) and hydrogen peroxide (100 µM, 1 h) induced oxidative stress (Fig. 3A,B). Consistent with the role of cytoglobin as a regulator of the intracellular redox environment, levels of reduced glutathione in cytoglobin-expressing cells were also significantly elevated (Fig. 3C). Another major cellular consequence of treatment of cancer cells with cisplatin is single and double stranded DNA breaks. As assessed by the comet assay levels of DNA-strand breaks were also significantly lower in cells expressing cytoglobin (*p* < 0.05) (Figure S4). Analysis by qPCR further confirmed changes in the cellular antioxidant response in cells expressing cytoglobin. MAP3K5 also known as apoptosis signal regulating kinase 1 (ASK1) a redox regulated stress kinase was up-regulated in cytoglobin expressing cells following treatment with cisplatin (7.5 µM, 48 h, Fig. 3D). In addition, NQO1 an anti-oxidant transcript regulated by the antioxidant response element activating transcription factor Nrf2 was significantly over-expressed in cells expressing high levels of cytoglobin (Fig. 3E). These data suggest that cells expressing cytoglobin have a greater anti-oxidant signalling response following cisplatin and this may explained the reduction in parameters related to oxidative stress observed.

**Figure 3:**
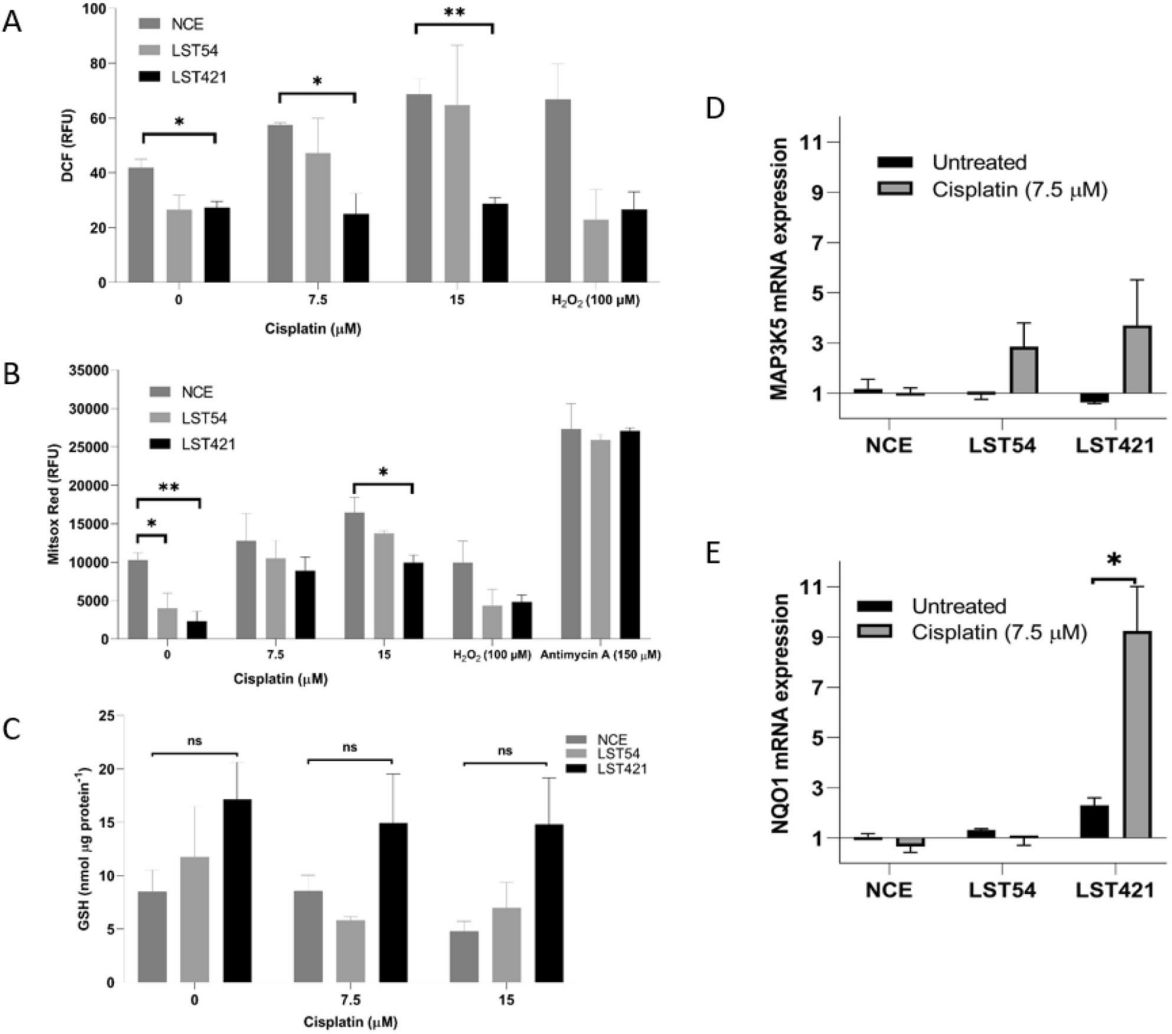
Cytoglobin expression protects cells from cisplatin mediated oxidative stress. Cells were treated with cisplatin 7.5 µ M and 15 µM cisplatin for 48 h. Hydrogen peroxide (100 µM, 1 h) and antimycin A (150 µM, 1 h) were used as positive controls. (**A**) Total levels of cellular ROS as assessed by oxidation of dichlorofluoroscein, (**B**) Mitochondrial levels of ROS as assessed by oxidation of Mitosox and (**C**) total intracellular levels of GSH. The results represent the mean of three experiments carried out in duplicate ± SD (n = 3). Unpaired t-test performed between LST421 and LST54 in comparison to the NCE cells. * represents *p* < 0.05 and ** represent *p* < 0.01. Cisplatin (7.5 µM, 48 h) regulation of (**D**) *MAP3K5* and (**E**) *NQO1* mRNA levels in control and cytoglobin expressing cells as assessed by qPCR. Wilcoxon paired test performed between the untreated and cisplatin treated cells, *p* < 0.05. The results represent the mean of three experiments carried out in duplicate ± SD (n = 3).

To further investigate changes to mitochondria, cells were stained with fluorescent mitotracker dye. In both control and cytoglobin expressing cells mitochondria demonstrated a typical elongated tubular structure. Following treatment with cisplatin (7.5 µM, 48 h), control cells contained small rounded mitochondria indicative of oxidative stress-induced mitochondrial fission (Fig. 4A,B). In contrast, in cells expressing cytoglobin there was at least partial preservation of normal mitochondrial morphology (Fig. 4A,B). This was confirmed by quantifying the number of mitochondria as discrete particles in threshold images (Fig. 4C), analysed using ImageJ.

**Figure 4:**
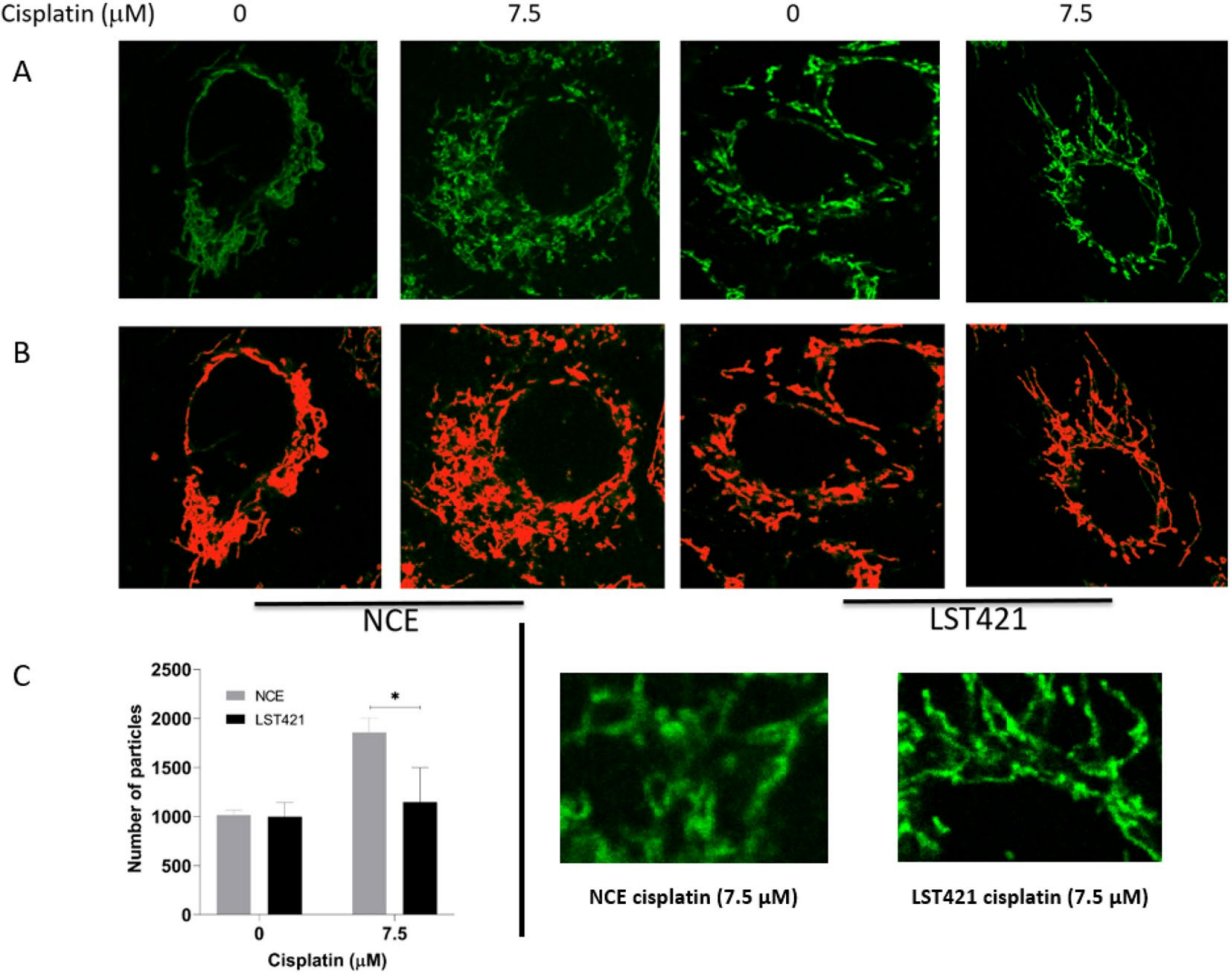
Cytoglobin protects cells from cisplatin (7.5 µM, 48 h) mediated fragmentation of mitochondria. Mitochondria were visualised by staining with mitotracker (**A**), magnified images of cisplatin treated NCE and LST421 cells are displayed in the bottom right of the figure. Threshold images were created in ImageJ (**B**) and used to quantify the number of mitochondria per cell (**C**). The results represent the mean of three independent fields of view ± SD (n = 3) with each field of view containing on average 5–10 cells. * Significantly differently from the un-transfected parent cell line, *p* < 0.05.

### Cytoglobin increases levels of the apoptosis regulating mitochondrial lipid cardiolipin

Next, we used mass spectrometry lipidomics to identify changes in lipid metabolism linked with cytoglobin expression, and response to cisplatin treatment. Where possible compounds were annotated by MS/MS and matched using the Thermo Fisher Lipid Search Software in silico MS/MS library (Table S1). In total, there were 1269 putative identified lipid metabolites of Glycerophospholipid, Lysoglycerophospholipid, Ceramide, Sphingolipid, Cardiolipin and included several acyl carnitines, Sterol esters and Ubiquinone metabolites. Of these, there were; 351 up-regulated and 303 down-regulated glycerophospholipids (Table S2), 11 up-regulated and 29 down-regulated lysoglycerophospholipids (Table S2), 29 up-regulated and 18 down-regulated Ceramides (Table S2), 41 up-regulated and 8 down-regulated Sphingolipids (Table S2) and 24 up-regulated and 1 down-regulated Cardiolipins (Table 1). Lipid metabolites classes identified using the MS/MS library were as follows; Phosphatidic acid (2 up-regulated and 1 down-regulated, Figure S6), Phosphatidylcholine (27 up-regulated and 16 down-regulated, Figure S6), Phosphatidylglycerol (4 up-regulated and 5 down-regulated, Figure S7), Phosphatidylinositol (2 up-regulated and 3 down-regulated, Figure S7), Phosphatidylserine (3 up-regulated and 8 down-regulated, Figure S7), Ceramide (6 up-regulated and 6 down-regulated, Figure S8) Lysophosphatidylglycerol (0 up-regulated and 10 down-regulated, Figure S9), Phosphatidylethanolamine (19 up-regulated and 31 down-regulated, Figure S10), and Sphingolipid (14 up-regulated and 0 down-regulated, Figure S11). A complete list of significantly altered metabolites is shown in Supplementary Table S2. Of the 25 significantly altered cardiolipin (Table 1 and Fig. 5), 24 were up-regulated and 1 down-regulated in CYGB expressing cells in comparison to non-CYGB (NCE) expressing cells. Additional fragmentation MS/MS mass spectra for CL [68:0] and [68:2] is displayed in Fig. 5 along with an extracted ion chromatogram for CL [74:9] in Figure S5. Extracted ion chromatogram (Figure S5) confirms upregulation of CL [74:9] in the LST421 cytoglobin expressing cells.

**Table 1:** Cardiolipin metabolites differentially regulated in cytoglobin (LST421) expressing cells compared to un-transfected control (NCE).

Metabolites	Idx	Ion	m/z	Retention time (s)	Cytoglobin expressing LST421 / NCE	q-value (FDR corrected *p* value)	Statistically significant
CL [70:7]	8427	Positive	1440.9887	643	3.32	1.2E−10	Yes
CL [72:6]	8543	Positive	1471.0352	659	1.72	0.00000299	Yes
CL [72:8]	8520	Positive	1467.0041	645	3.38	8.15E−12	Yes
CL [72:9];;CL [70:6]	8443	Positive	1447.9578	650	3.16	1.95E−09	Yes
CL [74:10]	8613	Positive	1491.0043	639	3.09	3.44E−09	Yes
CL [74:7];;CL [72:4]	8577	Positive	1480.0197	676	4.30	2.84E−10	Yes
CL [74:8]	8641	Positive	1495.0342	652	1.71	0.0000883	Yes
CL [74:9]	8632	Positive	1494.0235	647	2.68	0.000000129	Yes
CL [74:9];;CL [72:6]	8559	Positive	1475.9891	659	1.78	0.00010081	Yes
CL(66:2)	6543	Negative	1375.9623	668	5.48	3.93E−14	Yes
CL(68:0)	8468	Positive	1454.0055	678	9.65	2.94E−14	Yes
CL(68:1)	6607	Negative	1406.0039	679	3.73	2.09E−12	Yes
CL(68:2)	6604	Negative	1403.9932	679	3.89	1.93E−12	Yes
CL(68:2)	8387	Positive	1427.9906	681	4.52	9.46E−10	Yes
CL(68:3)	6597	Negative	1401.9761	666	3.26	8.61E−12	Yes
CL(68:4)	6591	Negative	1399.9607	657	0.72	0.0081287	No
CL(70:3)	6647	Negative	1430.0115	677	7.68	9.49E−17	Yes
CL(70:5)	6639	Negative	1425.9798	657	1.12	0.00073212	No
CL(70:6)	6636	Negative	1423.9647	649	2.41	0.00000046	Yes
CL(72:6)	6692	Negative	1451.9949	657	1.86	0.00000445	Yes
CL(72:7)	6685	Negative	1449.9785	653	2.75	2.48E−11	Yes
CL(72:8)	6681	Negative	1447.9632	645	3.07	1.1E−12	Yes
CL(74:7)	6760	Negative	1478.0076	662	1.68	0.034776	Yes
CL(76:10)	6821	Negative	1499.9935	645	2.37	0.00014077	Yes
CL(78:14)	6869	Negative	1519.9790	678	5.01	6.2E−12	Yes

**Figure 5:**
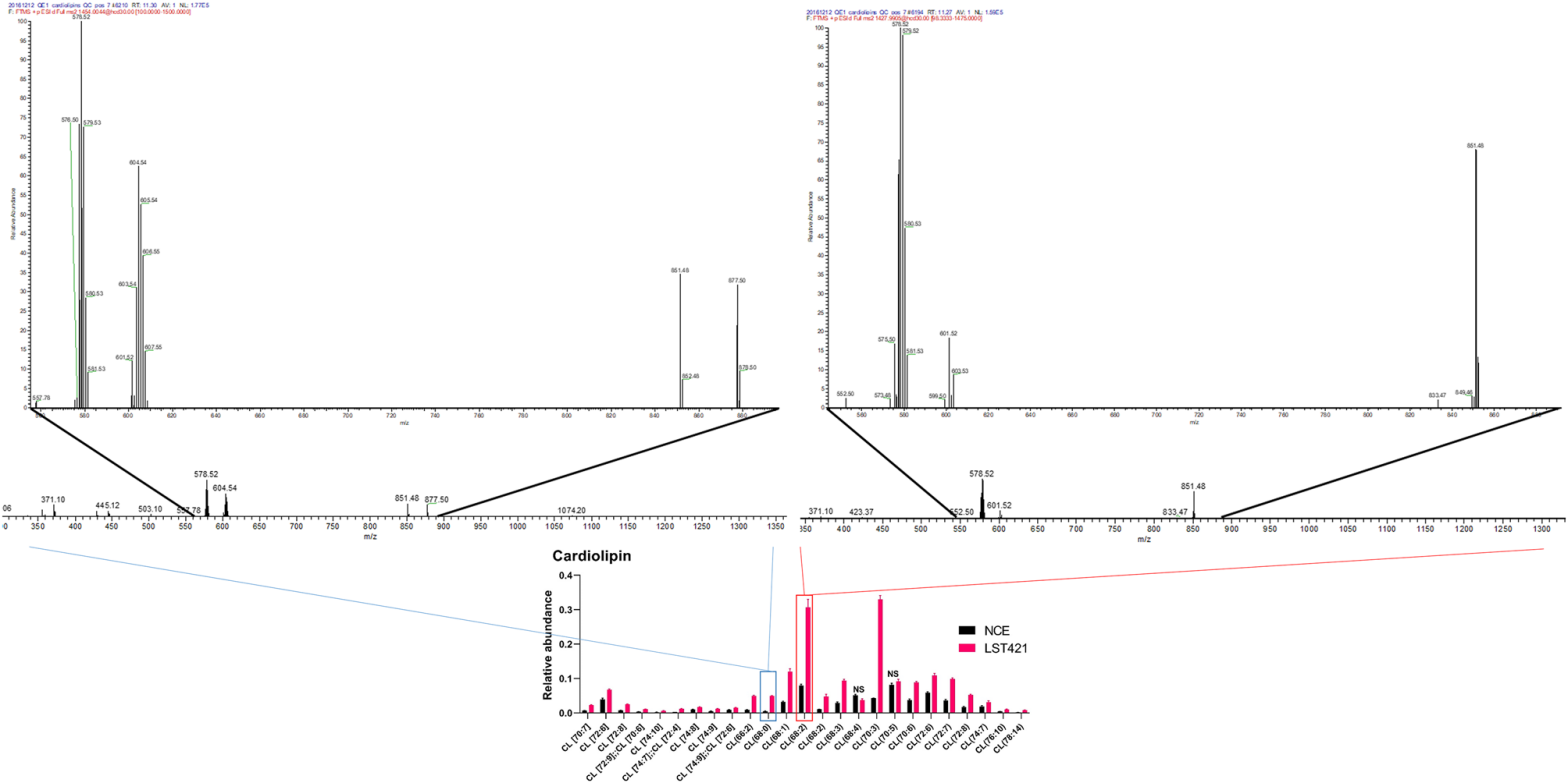
Top right; HCD MS/MS mass spectrum for a cardiolipin (CL[68:2]) detected at a mass-to-charge ratio (m/z) of 1427.9905 for the product ion demonstrating the characteristic precursor and product ions. The x-axis represents the m/z and the y-axis represents response. The figure visualises the full MS/MS spectrum (large plot) with the m/z region where product ions are detected being increased in size in the smaller insert. Top left: HCD MS/MS mass spectrum for a cardiolipin (CL[68:0]) detected at a mass-to-charge ratio (m/z) of 1454.0044 for the product ion demonstrating the characteristic precursor and product ions. The x-axis represents the m/z and the y-axis represents response. Bottom; Relative changes in the abundance of cardiolipin metabolites in NCE and cytoglobin expressing cells. All grouped columns represent significant changes between both conditions except where NS (not significant) is stated.

Following treatment of cytoglobin expressing cells with cisplatin (7.5 µM, 24 h) there were 793 metabolites identified that were statistically significantly altered compared to untreated cytoglobin expressing cells. The magnitude of the differences in the expression between the two groups was smaller than between untreated non-cytoglobin expressing and untreated cytoglobin expressing cells and additionally, treatment with cisplatin resulted in a decrease in metabolite abundance but further changes to levels of cardiolipin were observed. A complete list of significantly altered metabolites during cisplatin treatment is shown in Table S2.

### Cytochrome *c* release and activation of caspase 9

As shown in Fig. 6A the basal level of caspase 9 activity in cells expressing high levels of cytoglobin is significantly lower than in non-expressing control cells. In contrast, there was no significant difference between cells expressing intermediate levels of cytoglobin and controls. Following treatment of cells with cisplatin (7.5 and 15 µM) for 48 h a concentration-dependent increase in caspase 9 activity was observed in all cells. Following treatment with 15 µM cisplatin, increasing levels of cytoglobin expression resulted in a statistically significant (*p* < 0.05) decrease in caspase 9 activity (Fig. 6A). To investigate the mechanism by which cytoglobin reduces caspase 9 activity levels in cells we next studied whether cytoglobin could alter the release of cytochrome *c* from mitochondria. ELISA analysis of cytochrome *c* in cytoplasmic and mitochondrial protein determined that there were no significant changes in cytochrome *c* release between the cytoglobin expressing NCE cells, and cisplatin treatment (Fig. 6B). However, cytoglobin-expressing cells demonstrated higher total levels of cytochrome *c* expression than NCE cells (Fig. 6B). Additionally, the ratio of mitochondrial:cytoplasmic cytochrome *c* showed no significant change between LST421, LST54 and control cells (Fig. 6C) and there was only limited evidence of cytoplasmic release of cytochrome *c* as assessed by confocal microscopy (Fig. 6D). However, while the release of cytochrome *c* is relatively low in cytoglobin expressing cells, Fig. 6E shows clear depolarisation of the mitochondrial membrane when exposed to cisplatin. Additionally, the cardiolipin specific fluorescent dye 10-nonyl acridine orange demonstrates increased levels of total cardiolipin during exposure to cisplatin and increased levels in cytoglobin expressing cells in contrast to non-expressing cells (Figure S12 A and B).

**Figure 6:**
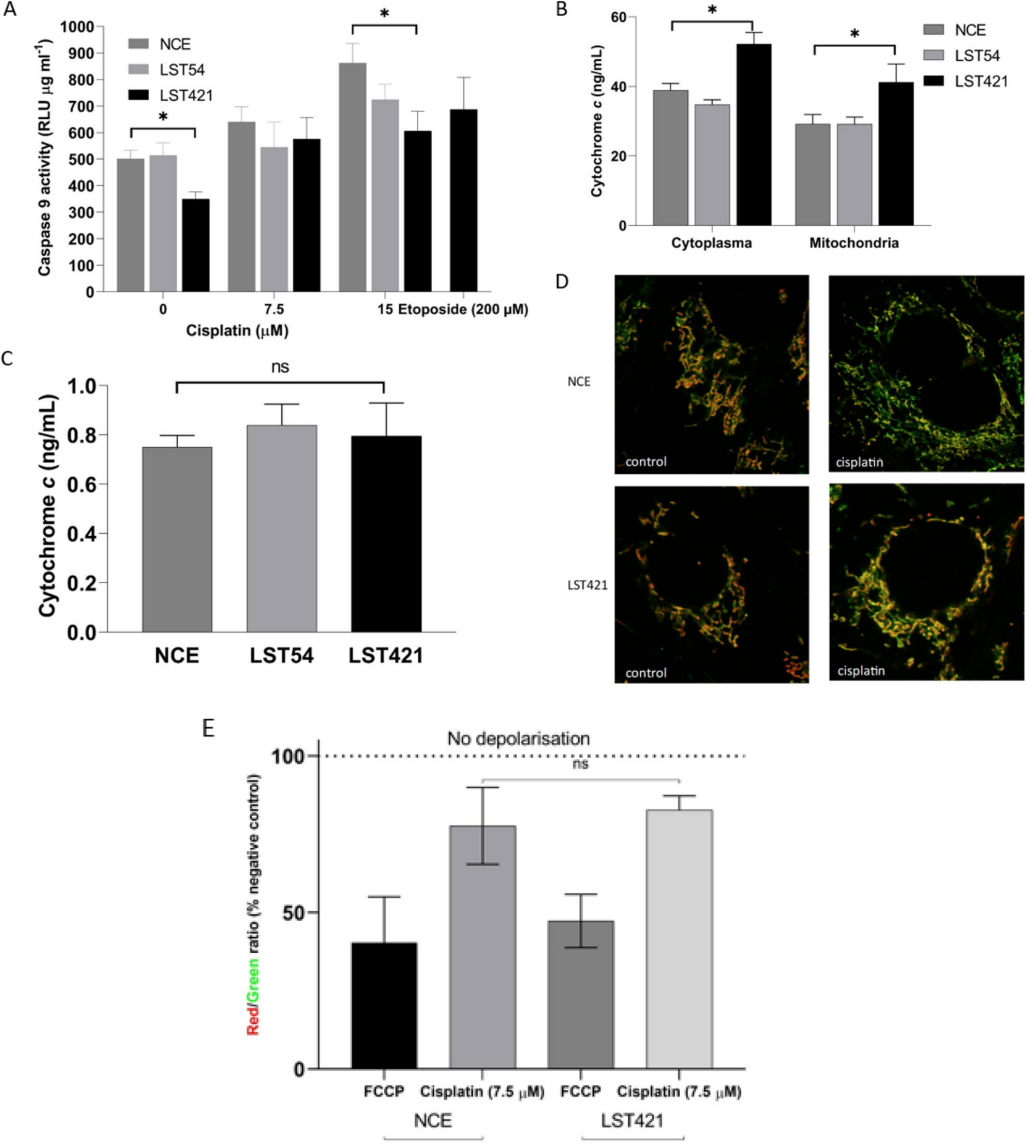
(**A**) Caspase 9 release from NCE control, LST54 and LST421 cells as measured through Caspase-Glo 9 assay kit over 0, 7.5 and 15 µM cisplatin and the positive control etoposide (200 µM). (**B**) ELISA detection of cytochrome *c* from both cytoplasmic and mitochondrial fractions in LST421, LST54 and NCE cells after cisplatin exposure (7.5 µM). (**C**) Comparison of the ratio of mitochondrial:cytoplasmic cytochrome *c* after exposure to cisplatin (7.5 µM). (**D**) Cytochrome *c* release from mitochondria using Mitotracker green and FITC 568 secondary labelled cytochrome *c*. (**E**) Mitochondrial depolarisation measured using JC-1 fluorophore in the NCE control and LST421 after exposure to FCCP (20 nM) and cisplatin (7.5 µM). Unpaired *t*-test used to determine statistical significance. * indicates a *p* < 0.05. ns = non-significant.

### Cytoglobin and cell cycle response to cisplatin

Changes to the cell cycle are a key cellular response to stress. The time-dependent effect of cisplatin (7.5 µM) on cell cycle was therefore quantified. The percentage of untreated cells in the G1 phase of the cell cycle was significantly lower in cells expressing cytoglobin compared to non-expressing cells being: 51.5 ± 4.1%, 56.7 ± 2.8% and 61.7 ± 2.8% for LST421 (high), LST 54 (intermediate) and non cytoglobin-expressing cells respectively (Fig. 7A). Following 24 h treatment with cisplatin there was a statistically significant increase in the number of cells in S-phase in all cell types compared to untreated controls: 51.0 ± 12.0%, 57.7 ± 6.9% and 56.3 ± 1.4% for LST421 (high), LST 54 (intermediate) and non cytoglobin-expressing cells respectively (Fig. 7B,C (inset table)). However, there was no statistically significant difference in response between NCE cells and those expressing cytoglobin. At later time points, NCE cells continued to show arrest in S-phase with 41.6 ± 5.2% and 35.9 ± 4.8% of cells being in S-phase at 48 and 72 h respectively (Fig. 7B,C (inset table)). In contrast, both intermediate and high cytoglobin expressing cells (LST54 and LST421) overcame S-phase arrest with a non-statistically significant difference with the untreated controls (26.4 ± 1.8, 23.3 ± 3.1) at 48 h and (23.0 ± 4.6 and 28.2 ± 5.9) at 72 h for LST421 (high) and LST54 (intermediate) levels of expression respectively (Fig. 7C**,** inset table). The regulation of the cell cycle is strongly associated with markers of DNA damage. Cells expressing cytoglobin showed statistically significant increase in induction of the DNA-damage response proteins; Chk1 (Fig. 7D), p21 DNA (Fig. 7E), p53 (Fig. 7F) and non-significant increases in cyclin D1 (Fig. 7G), another protein involved in the G1/S-transition of cell cycle. In contrast, although cisplatin treatment resulted in minor induction of p53 (Fig. 7F) there was only small changes between the cytoglobin expressing and non-cytoglobin expressing control cell line. Cytoglobin expressing cells leave the S-phase of the cell cycle more quickly than the NCE control cell line and demonstrate enhanced DNA damage protein action. Overall, this demonstrates that cytoglobin expressing cells may be able to overcome p53-mediated checkpoint controls on the cell cycle and thereby resist potential apoptosis outcomes.

**Figure 7:**
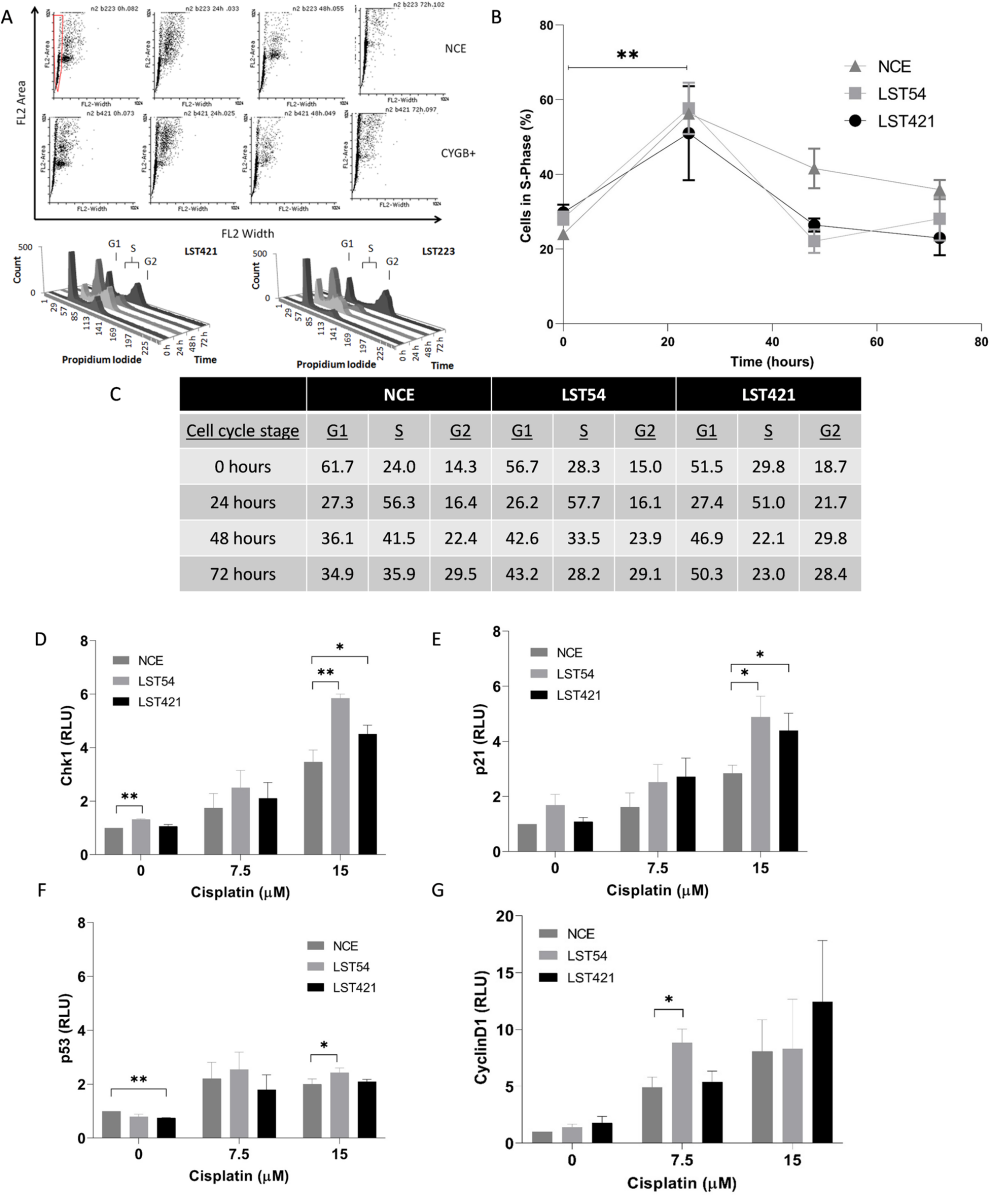
Effect of cisplatin (7.5 µM) treatment on cell cycle as assessed by propidium iodide staining and flow cytometry at 0 h, 24 h, 48 h and 72 h (**A)** distribution of propidium iodide staining among cell population, (**B)** changes in percentage of cells in S-Phase, **C**: percentage of cells in different stages of the cell cycle). Changes in protein expression of DNA damage markers; Chk1 (**D**), p21 (**E**), p53 (**F**), and cyclin D1 (**G**) after cytoglobin expressing and non-cytoglobin expressing cells were treated with cisplatin (7.5 and 15 µM). The results from (**A**–**C)** represent the mean of three experiments carried out in duplicate ± SD (n = 3). The results from (**D**–**G)** represent the mean of three independent experiments (± SD) (n = 3). Data is in normalised relative luminescence units in relation to the untreated NCE control (**D**–**G**). Statistical significance was assessed using unpaired *t*-tests with Welsh’s correction. * *p* < 0.05 and ** *p* < 0.01 in comparison to the NCE control cells.

## Discussion

Cytoglobin is epigenetically silenced in some cancers^1–5,36,37^ and cytoglobin knockout mice have shown an enhanced proliferative/inflammatory phenotype^38,39^. In contrast, up-regulation of cytoglobin in other cancers including non-small cell lung carcinoma and cancers derived from the nasal and oral epithelium is also observed^4,40,41^ indicating a bimodal role of cytoglobin in cancer progression. Cytoglobin expression in a large panel of cancers has also been assessed and RNAseq data is publicly available for example in the cBIOPortal public repository (https://www.cbioportal.org/). Studies demonstrate a cyto-protective function for cytoglobin with a mechanism involving regulation of cellular redox homeostasis^12,13,16,18,42–45^. Furthermore, evidence links cytoglobin to oncogenic phenotypes^23,46^, resistance to chemotherapeutic drugs including doxorubicin and etoposide^25^, and increased tumour invasiveness^1,2,41^. In this study, transcriptomic profiling identifies cytoglobin-dependent up-regulation of genes involved with oxidative phosphorylation, regulation of autophagy and cell cycle regulation. Cytoglobin also has a role in redox homeostasis^9,36,47–51^, which if deregulated results in oxidative stress. Many of the observed transcriptional changes observed in cytoglobin-expressing cells are associated with mitochondrial function. This organelle is a major source of cellular ROS suggesting a link between cytoglobin and mitochondrial redox homeostasis. Also observed were changes in pathways related to synthesis of mitochondrial specific cardiolipins further supporting a role for cytoglobin in regulating mitochondrial function.

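Taking together the 99 tested genes of complexes I to IV, ATP synthase and cardiolipin synthesis, 11 were higher and 9 lower in CYGB+ cells (16 and 10 adjusted over the list alone). The higher genes were 1.63 times as frequent as among all tested genes (Fisher's exact test, two-sided, p = 0.104), and the lower genes 1.30 times (p = 0.425).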

Electron transport chain oxidative stress-induced apoptosis is a major therapeutic mode of action of cisplatin^52^, in this study cytoglobin expressing cells have reduced levels of total cellular ROS and mitochondrial superoxide species after treatment with cisplatin. Consistent with this, cytoglobin afforded resistance to cisplatin toxicity and it is likely that either direct anti-oxidant effects or regulation of electron transport chain generation of mitochondrial ROS is the mechanistic basis of resistance to cisplatin. In addition to biochemical characterisation of oxidative stress, gene-expression analysis showed increases in expression of the oxidative stress kinase MAP3K5 and NQO1 which is transcriptionally regulated by the anti-oxidant response element (ARE). Expression of NQO1 has been previously linked to protection from cisplatin-induced nephrotoxicity through reducing oxidative stress^6^.

Previous studies have shown that cytoglobin anti-oxidant function is dependent on both aryl hydrocarbon receptor and ARE transcriptional regulation^16,17,37,47,53^, as well as direct ROS-scavenging mechanisms^13,54^. This anti-oxidant response is also linked to reduced levels of DNA-strand breaks as reported here and in previous studies^26,55^. Furthermore, DNA-damaging agents including adriamycin, etoposide and UV-light have been shown to post-transcriptional stabilise cytoglobin which has been linked to p53-dependent transcriptional activation of downstream targets including p21^26^. Up-regulation of CDKN2A, MAP3K5, and NQO1 in our cell model suggests that oxidative stress-induced p53 transcriptional activity is enhanced in cytoglobin expressing cells. Analysis of cell cycle regulation in cytoglobin expressing cells demonstrates that non-expressing cells remained in S-phase arrest after cisplatin treatment. Proteins involved in the DNA-damage response were also elevated in cytoglobin expressing cells. This included enhanced regulation of p53-controlled stress transcripts and greater induction of Chk1 and p21 proteins, both components of the ATR kinase DNA damage response pathway^56^. It has been shown that cisplatin apoptosis resistance and the G1 checkpoint could be enabled in p53 and ATR kinase-negative colorectal cells by re-introducing wildtype p53^57^. This is consistent with our findings where cytoglobin expression in p53-wildtype oral cancer cells treated with cisplatin leads to increased G1 arrest, enhanced Chk1 and p21 induction, and resistance to apoptosis. While autophagy-dependent cell death has also been recorded in relation to cisplatin induced cell death, apoptosis has been consistently reported as the major mode of cell death induced by cisplatin in head and neck cancer cells^58,59^.

Mitochondria play a pivotal role in energy metabolism, ROS production and the regulation of apoptosis. Transcriptomic profiling of cytoglobin expressing cells revealed changes in oxidative phosphorylation genes, cardiolipin synthase and lysocardiolipin acyltransferase 1, all of which affect mitochondrial energy metabolism and regulation of apoptosis. 

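Per biological replicate, the normalized log2 signal of CRLS1 was 11.30, 11.49 and 11.59 in the NCE cells and 10.57, 10.71 and 10.81 in the CYGB+ cells. The brighter probe of LCLAT1 gave 10.16, 10.20 and 10.25 in the NCE cells and 10.56, 10.19 and 10.18 in the CYGB+ cells, so the replicates of CRLS1 did not overlap and those of LCLAT1 did. The paper describes oxidative phosphorylation genes, cardiolipin synthase and lysocardiolipin acyltransferase as changed, and as genes that act on energy metabolism and apoptosis.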

The lipidomic study in cytoglobin expressing cells showed increased level of phosphatidic acid and phosphatidylglycerol, which have been associated with cardiolipin incorporation^60^. Additionally, cardiolipin formation has been negatively associated with phosphatidylethanolamine regulation^61^. Furthermore, regulation of cardiolipin synthase, as seen in this study through transcriptional downregulation, has been shown to trigger changes in mitochondrial morphology^62^, which is consistent with the lipidomic analysis in this study. 

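The log2 fold change of CRLS1 lay between -0.85 and -0.50 over 22 other ways of processing the arrays, and 17 of these called it. With single replicates left out it lay between -0.84 and -0.69, and its adjusted p rose to at most 0.0586 (limma).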

Cardiolipin are a mitochondrial specific class of lipids with a critical role in the regulation of both electron transport chain activity and inhibiting release of cytochrome *c*^63–65^. Interestingly, analysis of mitochondrial morphology showed that after treatment with cisplatin, cytoglobin protected mitochondria from changes consistent with oxidative stress-induced mitochondrial fission^66^. This shows that changes in mitochondrial function regulated by cytoglobin directly influences resistance to cisplatin. Cardiolipin and their oxidised species are a challenging class of lipid to analyse, primarily due to their mitochondrial specific location, sample processing and computational analysis of differential chain and bond positions^67,68^. In addition to the lipidomics approach taken in this study, we also utilised the cardiolipin specific dye 10-nonyl acridine orange to further examine changes in this class of lipid. Treatment with cisplatin significantly elevated the level of cardiolipin. Interestingly, cardiolipin levels were also elevated in cytoglobin expressing cells in comparison to non-expressing cells, demonstrating that increased resistance to apoptosis may be associated with mitochondrial remodelling. The remodelling of mitochondrial structure, which cardiolipin and cytochrome *c* are known to play a functional role^69,70^, is known to contribute to the stabilisation of cellular bioenergetics in response to toxic and chemical insults. It is currently unknown if cytoglobin plays a direct role in the redox balance of this event or if it interacts with cardiolipin. Alternatively, its impact on apoptosis may occur at another event upstream or downstream of this. Additionally, cristae remodelling effecting the oligomerization of the F_1_F_0_-ATP synthase has been shown to be associated with contrasting levels of phosphatidylethanolamine and cardiolipin lipid levels^61,71^, which are observed in this study. Decreases in phosphatidylethanolamine lipid metabolites observed in cytoglobin expressing cells have also been associated with greater propensity for mitochondrial stability^61,72^*,*We believe this finding provides the mechanistic basis for the observed changes in mitochondrial structure and function.

Previous studies have also found evidence of cytoglobin association with the inhibition of apoptosis^10,49,73–75^. Cytoglobin is reported to interact with, and regulate the redox status of cardiolipin lipids^76^. Therefore, cytoglobin could directly control the release of cytochrome *c* from mitochondria regulating the sensitivity of cells to oxidative-stress induced apoptosis. Alternatively, cytoglobin may reduce apoptosis through redox-control of mitochondrial permeability transition pore opening, since superoxide-induced cytochrome *c* release has been found to be impaired by inhibitors of voltage dependent anion channel (VDAC)^77^. Cytochrome *c* is also directly redox-regulated and oxidation by hydrogen peroxide promotes apoptosis^78^. It is possible therefore that the anti-oxidant properties of cytoglobin could raise the threshold of mitochondrial ROS required to cause cytochrome C oxidation and release.

In conclusion, we present evidence that cytoglobin expression results in important phenotypic changes to oral carcinoma cells and confers resistance to cisplatin-induced apoptosis. Transcriptomic, lipidomic and mechanistic studies show that the mechanism of resistance is related to reduced levels of cellular and mitochondrial ROS, expression of electron transport genes and changes in mitochondrial cardiolipins. Our results increase the understanding of cytoglobin’s cellular function which to date has remained elusive. Furthermore, they also show that targeting cytoglobin and cardiolipins could enhance the therapeutic effectiveness of cisplatin in patients with head and neck cancer, a disease for which chemo-resistance remains a major therapeutic challenge.

## Materials and methods

### Cell culture and transfection

PE/CA-PJ41 were obtained from The European Collection of Authenticated Cell Cultures (ECACC, catalogue number 98020207) and maintained at 37 °C, 5% CO_2_ in RPMI 1640 media supplemented with 10% (v/v) foetal bovine serum, 2 mM L-glutamine, 100 U/mL penicillin and 100 µg/mL streptomycin. All cell cultures were confirmed free from *Mycoplasma sp*. contamination by PCR and cultures were maintained up to passage number 20. For cytoglobin over-expressing cell line generation, PE/CA-PJ41 cell lines were transfected with the pCMV6-Neo plasmid containing the human cytoglobin cDNA sequence as described in Figure S1.

### Haem quantification

Total levels of cellular haem containing proteins were quantified using the pyridine haemochromogen assay by measuring absorbance at 557 nm and 575 nm wavelengths^79^. Haem concentration was normalised to total protein as determined by the Bradford assay^80^.

### Quantification of oxygen consumption and intracellular ATP

The MicroRespiration System (Unisense, Denmark) was used to quantify oxygen consumption in cells (5 × 10^4^ in 1 mL of media) and oxygen consumption expressed as μmolL^−1^ h^−1^. The mitochondrial ToxGlo assay (Promega) was used to quantify levels of total adenosine triphosphate (ATP) using 3.8 × 10^4^ cells per well and levels of ATP were expressed as µmol per mg of total protein.

### Whole genome cDNA microarray and bioinformatics analysis

RNA (50 ng) from biological triplicates of control and cytoglobin expressing cells (LST421) were labelled with cyanine 5 and 3, respectively, and cRNA (300 ng) hybridised to an Agilent SurePrint G3 Human Gene Expression 8 × 60 K v1 Microarray. Quantile normalisation was performed on the 1-colour data, followed by principle component analysis in order to identify the variance of the cytoglobin vs. the non-cytoglobin expressing cells. *t*-testing was performed with Bonferroni-Hochberg correction with a False Discovery Rate (FDR) set at 5%. 

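In a principal component analysis of the quantile normalized values of the 15 arrays, PC1 held 40.3% and PC2 23.2% of the variance. PC1 mostly separated 1 array of CYGB+ replicate 1, at 93.92, from all others, and PC2 separated most CYGB+ from NCE arrays. The mean correlation of that array with the other CYGB+ arrays was 0.933, against a median of 0.976 for the group. Without it, 2056 probes were higher and 1997 lower, a fit chosen after seeing the data. By the methods' t-test with Benjamini-Hochberg adjustment on the same 3 against 3 values, 436 probes were higher and 357 lower.

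**Figure D3:**
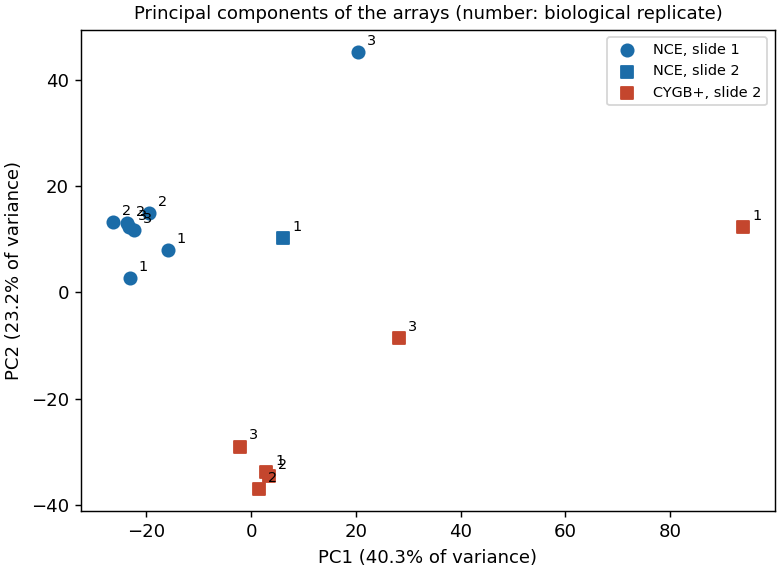
First (x axis) and second (y axis) principal component of the 15 arrays, in percent of the variance; circles lie on slide 1 and squares on slide 2, NCE is blue, CYGB+ is red, and numbers are biological replicates. The CYGB+ array at 93.92 on PC1 lies apart from the others, and the NCE array of slide 2 lies at 6.14.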

The resulting analysis demonstrated that 6401 transcripts were significantly different between the cytoglobin expressing and NCE control. Additionally, a cut off value of a twofold change was applied to transcripts that were statistically significantly changed. 

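By the methods' t-test on the 15 arrays taken as separate samples, 5671 probes differed at an adjusted p under 0.05. Taken with duplicateCorrelation on the biological replicate in limma, the same arrays gave 2315 higher and 2247 lower probes. In simulated data the t-test on 15 arrays made 129 false among 298 calls, and the t-test on 3 against 3 values 2 false among 19. There limma with duplicateCorrelation made 55 false among 221 calls, so its counts are not free of this excess.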

In the cytoglobin expressing cells, 272 transcripts were significantly upregulated with a fold change of 2 or higher. Additionally, in cytoglobin expressing cells 227 transcripts were significantly downregulated with a fold change of 2 or higher. 

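On the arrays 144 probes were higher in CYGB+ cells by 2-fold or more at an adjusted p under 0.05 (limma), and 240 in the authors' value table of 15031 probes.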

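Lower by 2-fold or more were 147 probes, and 288 in the authors' value table.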

Gene ontological analysis was performed using Large-Scale State Transitions genomic analysis in PANTHER v.10 software. The microarray data is archived on the public repository GEO database (GEO:GSE130441). RT-qPCR validation of the microarray data using 8 selected genes and comparison with other cytoglobin expressing cell lines is shown in Figure S3.

### Cell Motility assay and proliferation assays

Cells (4 × 10^4^ cells mL^−1^) were seeded in 24-well culture insert µ-chambers (Ibidi, Germany) and allowed to adhere overnight under standard culture conditions. The next day, inserts were removed and gap closure over 6 h was quantified using Cell IQ software to calculate percentage wound closure.

### Quantification of cisplatin cytotoxicity and caspase 9 activation

Cytotoxicity was assessed as described previously using the MTT^81^ and crystal violet^82^ assays. Caspase 9 activity was quantified using Caspase-Glo 9 Assay (Promega) according to the manufacturer's instructions, and luminescence was quantified with an Infinite 200 Pro microplate reader and normalised to total protein.

### Analysis of total cellular ROS, mitochondrial superoxide and reduced glutathione levels

Total cellular ROS and mitochondrial superoxide levels were measured using the redox sensitive dyes 2′,7′-dichlorodihydrofluoroscin-diacetate (H_2_DCFDA, Invitrogen) and Mitosox Red (Life Technologies), respectively. Total levels of cellular GSH were quantified as described previously^83^ and GSH levels were expressed as nmoles per µg protein.

### 10-Nonyl Acridine Orange staining for cardiolipin

10-Nonyl Acridine Orange has previously been used to measure the level of the mitochondrial specific lipid cardiolipin^84,85^. Cells were seeded at 3 × 10^5^ cells in 6-well plates and allowed to attach for 24 h. The next day the media was changed and cells incubated for 15 min with N-nonyl acridine orange (100 ng/mL). Following incubation, the cells were washed with PBS (1 mL) and detached using a TrypLE Express. Cells were then re-suspended in 1 mL of PBS and analysed immediately by flow cytometry (Attune NxT, Thermo Scientific). Excitation was set at 488 nm and emission recorded at 530 nm. Mean fluorescence was calculated using FlowJo software (Becton Dickinson, USA).

### Analysis of mitochondrial depolarisation using JC-1

JC-1 is a potentiometric mitochondrial membrane-permeant dye used to monitor mitochondrial membrane potential. Cells were seeded at 3 × 10^5^ cells in 6-well plates and allowed to attach for 24 h. Cell were exposed to cisplatin (7.5 µM) and FCCP (20 nM, 30 min prior to harvesting). Cells were washed with PBS, detached from the plate surface with TrypLE Express and stained with JC-1 (100 nM) for 15 min. Both the monomer and J-aggregate of JC-1 were analysed immediately using flow cytometry (Attune Nxt, Thermo Scientific) at 529 nm and 590 nm respectively. Ratiometric analysis was performed using FlowJo software (Becton Dickinson, USA).

### Quantitative real-time PCR

Total RNA was isolated using an RNeasy Miniprep Kit (Qiagen) according to the manufacturer’s instructions and 500 ng was used for cDNA synthesis. For RTqPCR, cDNA template (25 ng), 1 µL SYBR-Green primers, 10 µL PrecisionPlus qPCR 2 × mastermix (Primer Design, Southampton) and Nuclease-Free Water (Qiagen) were used in a 20 µL reaction volume. A standard 2-step protocol (1 cycle of 10 min at 95 °C and 50 cycles of 15 s at 95 °C and 30 s at 60 °C). Fold changes were calculated using the efficiency-corrected ΔΔCt method described by Pfaffl^86^ and normalised to two housekeeping genes; TATA-binding protein (TBP) and β-2-microglobulin (B2M).

### Lipidomics sample preparation and UHPLC-MS analysis

LST421 and NCE cells were seeded at 3 × 10^5^ cells in 6-well plates and allowed 24 h to attach prior to treatment with cisplatin (7.5 µM) or untreated cell culture media for 24 h followed by quenching, harvesting and extraction of the intracellular metabolome using methanol water extraction. Ultra High Performance Liquid Chromatography-Mass Spectrometry data acquisition was performed using a Dionex UltiMate 3000 Rapid Separation LC system (Thermo Fischer Scientific, USA) coupled with a heated electrospray Q Exactive Focus mass spectrometer (Thermo Fisher Scientific, USA). Data were acquired in positive and negative ionisation mode separately within the mass range of 150 – 2000 m/z at resolution 70,000 (FWHM at m/z 200). Quality control (QC) samples were analysed as the first ten injections and then every sixth injection with two QC samples at the end of the analytical batch. Deconvolution of raw data was performed with XCMS software according to the following settings of Min peak width (4 for HILIC and 6 for lipids); max peak width (30); ppm (12 for HILIC and 14 for lipids); mzdiff (0.001); gapInit (0.5 for HILIC and 0.4 for lipids); gapExtend (2.4); bw (0.25); mzwid (0.01) as described in Smith et al.^87^. Putative annotation of metabolites or metabolite groups was performed by applying the PUTMEDID-LCMS workflows operating in the Taverna workflow environment^88^. Areas under the Receiver Operator Curves (AUROC) were calculated in MetaboAnalyst with multiple metabolites combined^89^. All molecules were annotated according to guidelines for reporting of chemical analysis results, specifically to Metabolomics Standards Initiative level 2^90^. Chemical standards were not included to determine the expected retention times because of the prohibitive costs. Data was normalised to sample total peak area and defined as normalized concentration, glog transformation was performed prior to data analysis in the software MetaboAnalyst^89^. All statistical analyses are reported following correction for multiple testing applying the Benjamin-Hochberg method with FDR correction set at 5%. The cut-off values was set at a –Log(corrected p-value) of 1.3 for all lipid metabolites. Full details of Lipidomics samples preparation and UHPLC-MS analysis are presented in the SI.

### Quantification of cytochrome *c* release

Mitochondria were isolated using the reagent method in the mitochondrial isolation kit (Thermo Scientific) and cytoplasmic proteins were extracted using the NE-PER nuclear and cytoplasmic extraction reagents (Thermo Scientific). Cytochrome *c* was detected in both fractions of each sample using a cytochrome *c* ELISA kit (Novus Biologicals) according to the manufacturer’s instructions.

### In-cell ELISA

Fixed cells were permeabilised with 0.01% Triton X-100 and blocked with 3% bovine serum albumen (BSA) for 1 h. Wells were probed with mouse monoclonal antibodies against human Chk1, p21, cyclin D1 (Santa-Cruz), p53 (Life Technologies) and cytoglobin (Abnova) at 1:500 diluted and then incubated with goat anti-mouse HRP-conjugated antibody (1:1000). SigmaFast OPD Substrate (Sigma) was used for visualisation with absorbance measured at 492 nm.

### Cell cycle analysis

Cells were fixed in ethanol and stained with propidium iodide and analysed by flow cytometry as described previously^91^.

### Alkaline comet assay

Single strand DNA-breaks were assessed using the alkaline comet assay as described previously^92^. Median values of three separate experiments were analysed using ANOVA and post-hoc Student's t-test, as reported previously^93^.

## Supplementary Information

Supplementary Information

Supplementary Information

# Supplementary material for: Cytoglobin protects cancer cells from apoptosis by regulation of mitochondrial cardiolipin
**Source:** Sci Rep. 2021 Jan 13;11:985. doi: 10.1038/s41598-020-79830-w
**Supplement:** Supplementary file 2 — Supplementary Information

**Supplementary Information (SI)**

**Cytoglobin protects cancer cells from apoptosis by regulation of mitochondrial cardiolipin**

Lorna S Thorne^1†^, Garret Rochford^1†^, Timothy D Williams^1^, Andrew Southam^1,2^, Giovanny Rodriguez-Blanco ^1,2^, Warwick B Dunn^1,2,3^, Nikolas J Hodges ^1^*

† Both authors contributed equally to this work

**Lipidomics sample processing, data acquisition and analysis**

*Sample collection and extraction:* NCE control and the cytoglobin expressing LST421 cells were seeded at 3 x 10^5^ cells in 6-well plates and allowed 24 h to attach prior to treatment with 7.5 µM of cisplatin. Untreated and treated cells were incubated an additional 24 h followed by quenching, harvesting and extraction of the intracellular metabolome as described. Cell culture media was removed and cells washed twice with 2 mL 0.9 % NaCl while on ice. NaCl was removed and 600 µL of methanol:water (2:0.8) was added to the wells, a cell scrapper was used to dislodge cells and cells/extraction solution were transferred into glass vials on ice. An additional 240 µL of methanol:water (2:0.8) was added to the wells to collect remaining cells followed by transfer in to the glass vial. A Hamilton syringe was used to add 600 µL CHCl_3_ to the glass vial followed by a vortex mixing for 30 seconds. 300 µL of ice-cold H_2_O was added to the vials and was vortex mixed for 30 seconds. Vials were incubated on ice for 10 minutes followed by centrifugation (2,500 x g for 15 min at 4 ˚C). Samples were incubated at room temperature for 5 minutes. A Hamilton syringe was used to remove the entire upper polar layer which was removed. A separate Hamilton syringe was used to remove the entire lower non-polar layer and was transferred to a fresh vial. Non-polar samples were dried under a stream of nitrogen with no heat applied.

*UHPLC-MS data acquisition:* The samples were analysed applying a Ultra High Performance Liquid Chromatography-Mass Spectrometry (UHPLC-MS) method using a Dionex UltiMate 3000 Rapid Separation LC system (Thermo Fisher Scientific, MA, USA) coupled with a heated electrospray Q Exactive Focus mass spectrometer (Thermo Fisher Scientific, MA, USA). Non-polar extracts were analysed on a Hypersil GOLD column (100 x 2.1mm, 1.9 µm; Thermo Fisher Scientific, MA, USA). Mobile phase A consisted of 10 mM ammonium formate and 0.1% formic acid in 60% acetonitrile/water and mobile phase B consisted of 10 mM ammonium formate and 0.1% formic acid in 90% propan-2-ol/water. Flow rate was set for 0.40 mL.min^-1^ with the following gradient: t=0.0, 20% B; t=0.5, 20% B, t=8.5, 100% B; t=9.5, 100% B; t=11.5, 20% B; t=14.0, 20% B, all changes were linear with curve = 5. The column temperature was set to 55 °C and the injection volume was 2μL. Data were acquired in positive and negative ionisation mode separately within the mass range of 150 – 2000 m/z at resolution 70,000 (FWHM at m/z 200). Ion source parameters were set as follows: Sheath gas = 50 arbitrary units, Aux gas = 13 arbitrary units, sweep gas = 3 arbitrary units, Spray Voltage = 3.5kV, Capillary temp. = 263 °C, Aux gas heater temp. = 425 °C. Data dependent MS2 in ‘Discovery mode’ was used for the MS/MS spectra acquisition using following settings: resolution = 17,500 (FWHM at m/z 200); Isolation width = 3.0 m/z; stepped normalised collision energies (stepped NCE) = 20, 50, 80%. Spectra were acquired in three different mass ranges: 200 – 400 m/z; 400 – 700 m/z; 700 – 1500 m/z. A Thermo ExactiveTune 2.8 SP1 build 2806 was used as instrument control software in both cases and data were acquired in profile mode. Quality control (QC) samples were analysed as the first ten injections and then every sixth injection with two QC samples at the end of the analytical batch. Two blank samples were analysed, the first as the 6th injection and then the second at the end of each batch.

*Raw data processing and metabolite annotation:* Raw data acquired in each analytical batch were converted from the instrument-specific format to the mzML file format applying the open access ProteoWizard software. Deconvolution was performed with XCMS software according to the following settings of Min peak width (4 for HILIC and 6 for lipids); max peak width (30); ppm (12 for HILIC and 14 for lipids); mzdiff (0.001); gapInit (0.5 for HILIC and 0.4 for lipids); gapExtend (2.4); bw (0.25); mzwid (0.01)^88^. A data matrix of metabolite features (*m/z*-retention time pairs) vs. samples was constructed with peak areas provided where the metabolite feature was detected for each sample. Putative annotation of metabolites or metabolite groups was performed by applying the PUTMEDID-LCMS workflows operating in the Taverna workflow environment. We applied 5 ppm mass error and a retention time range of 2 s in feature grouping and molecular formula and metabolite matching. As different metabolites can be detected with the same accurate *m/z* (for example, isomers with the same molecular formula), multiple annotations could be observed for a single detected metabolite feature. Also, a single metabolite could be detected as multiple molecules, particularly as a different type of ion (e.g., protonated and sodiated ions). Throughout this article, the term “metabolite” refers to either single metabolites or groups of molecules with the same retention time and the same accurate *m/z*. All molecules were annotated according to guidelines for reporting of chemical analysis results, specifically to Metabolomics Standards Initiative level 2^91^.

*Quality control data checks and data analysis:* The data for pooled QC samples were applied to perform QC filtering. For each metabolite feature detected QC samples were removed and the relative standard deviation and percentage detection rate were calculated. Metabolite features with a RSD > 30% and a percentage detection rate < 60% were deleted from the dataset. Missing values in the data were replaced by values applying k nearest neighbour (kNN) missing value imputation followed by normalisation to sample total peak area (as a percentage), glog transformation and Pareto scaling prior to data analysis. Principal Components Analysis (PCA) was then performed to assess the technical variability (measured by the replicate analysis of a pooled QC sample) and biological variability as part of the quality control process. Areas under the Receiver Operator Curves (AUROC) were calculated in MetaboAnalyst with multiple metabolites combined^90^. Data were normalised to sample total peak area (as a percentage) and were defined as normalized concentration (%), no missing value imputation or scaling was performed and glog transformation was performed prior to data analysis in the software MetaboAnalyst^90^. All statistical analyses are reported following correction for multiple testing applying the Benjamin-Hochberg method.

**List of Supplementary Figures and Tables**

**Figure S1:** Generation of stable PE/CA-PJ41 cell lines expressing different levels of cytoglobin. **A**) PCR screening of genomic incorporation of transgene, **B**) qPCR assessment of mRNA expression levels and **C**) In-cell ELISA. The HEK293 CYGB+ cell line is a previous generated cell line that was used as a positive control and the normal oesophageal cell line (NE-1) was also included as a reference as it is known to express cytoglobin endogenously. Three cells with low (LST32), medium (LST54) and high (LST421) were selected for further analysis. ** and * represent significantly from un-transfected parent cell line, *p* < 0.01 and 0.05 respectively HEK293 CYGB+, an immortalised human embryonic kidney cell line (previously generated in our lab) was used as a positive control for the CYGB transfection process and the primary cell NE-1, an immortalised normal oesophageal cell lines which was a gift from Dr Janet Risk (The University of Liverpool, UK) was used to demonstrate physiological level expression of CYGB. HEK293 CYGB+ were cultured similarly to PE/CA-PJ41 (Materials and Methods), except in DMEM. NE-1 were cultured in keratinocyte serum-free medium supplemented with bovine pituitary extract and EGF 1-53 (Gibco). using Turbofectin 8.0 (Origene, United States). Stable clones were selected using the cloning ring method in G418 sulfate. Genomic integration of the vector was confirmed by PCR using a Phusion High-Fidelity Kit (NEB) and the following cycling conditions 1 cycle of 98 °C for 30 sec; 30 cycles of 98 °C for 10 sec, 64 °C for 30 sec and 72 °C for 1 min; 1 cycle of 72 °C for 10 min with the following primers cygbF (5´-CCACCGCCGCCGCCGAGCAAA), cygbR (5´-TGGGGGCTCCGCTCCATCTCCA), NeoF (5´-TGGCCACGACGGGCGTTCCTTG) and NeoR (5´- GCAGCCGCCGCATTGCATCAG).

**Figure S2**: Biochemical analysis of cytoglobin-expressing PE/CA-PJ41 cells. A) Total levels of heme protein (nM/ng total protein), B) intracellular ATP concentration (µg/mg of total protein) and C) Oxygen consumption (µmol/h). The results represent the mean of three experiments carried out in duplicate ±SD (n=3).

**Figure S3**: qPCR validation of microarray data using the genes *CDKN2A,* *ITGA2,* *MAP3K5,* *ARHGAP18,* *NQO1,* *COX7C,* *BNIP3L* and *GADD45A* from RNA isolated from control and cytoglobin expressing cell lines (LST421, LST54 and LST32). Data was normalised to the average of *TBP* and *β2M* expression using the Pfaffl ΔΔCt method from Ct values averaged across three biological replicates [85]. The value in blue on each figure is the mean fold change observed between control and LST421 cytoglobin expressing cells for that gene in the microarray data.

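The authors' value table holds natural log values, since differences between arrays in it had slopes between 0.666 and 0.701 on the log2 differences of the scanner values, close to the natural log of 2. For 7 of the 8 genes, 2 to the power of the difference between CYGB+ and NCE in this table lay within 0.1 of the fold printed in Figure S3. With e to the power of the difference, which is the fold on a natural log scale, 2 of 8 did. The median distance from the printed fold was 0.0376 in the former case and 0.292 in the latter.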

**Figure S4:** DNA strand breaks as assessed by the alkaline comet assay. **A)** Control (NCE) and cytoglobin expressing (LST421) cells following treatment with cisplatin (7.5 µM, 24 and 48 h). The results represent the mean of three experiments carried out in duplicate ±SD (n=3). *Significantly differently from un-transfected parent cell line, *p* < 0.05. **B)** Representative images of individual comet nuclei of untreated (0 h) cytoglobin expressing (LST421) and non-expressing cells (NCE).

**Figure S5:** Extracted ion chromatograms (1475.97-1476.01) representing the detected cardiolipin (CL[74:9]. The x-axis represents chromatographic retention time and the y-axis represents response. The top three chromatograms represent samples from NCE control cells and the bottom three chromatograms represent samples from cytoglobin expressing LST421 cells. The peak height for each chromatogram is included to demonstrate the response differences between NCE and LST421 cells.

**Figure S6:** Relative changes in the abundance of phosphatidic acid (PA) and Phosphatidylcholine (PC) metabolites confirmed with MS/MS spectra in NCE and cytoglobin expressing cells. All grouped columns represent statistically significant changes except for those marked with NS (not significant). Individual expression values and associated statistics are present in **Table S2**.

**Figure S7:** Relative changes in the abundance of Phosphatidylglycerol (PG) metabolites confirmed with MS/MS spectra in NCE and cytoglobin expressing cells. All grouped columns represent statistically significant changes except for those marked with NS (not significant). Individual expression values and associated statistics are present in **Table S2**.

**Figure S8:** Relative changes in the abundance of Ceramide metabolites confirmed with MS/MS spectra in NCE and cytoglobin expressing cells. All grouped columns represent statistically significant changes except for those marked with NS (not significant). Individual expression values and associated statistics are present in **Table S2**.

**Figure S9:** Relative changes in the abundance of Lysoglycerophospholipid metabolites confirmed with MS/MS spectra in NCE and cytoglobin expressing cells. All grouped columns represent statistically significant changes except for those marked with NS (not significant). Individual expression values and associated statistics are present in **Table S2**.

**Figure S10:** Relative changes in the abundance of Phosphatidylethanolamine (PE) metabolites confirmed with MS/MS spectra in NCE and cytoglobin expressing cells. All grouped columns represent statistically significant changes except for those marked with NS (not significant). Individual expression values and associated statistics are present in **Table S2**.

**Figure S11:** Relative changes in the abundance of Sphingolipid metabolites confirmed with MS/MS spectra in NCE and cytoglobin expressing cells. All grouped columns represent statistically significant changes except for those marked with NS (not significant). Individual expression values and associated statistics are present in **Table S2**.

**Figure S12: A** Cardiolipin levels measured through Acridine Orange 10-nonyl bromide fluorescence in NCE control, LST54 and LST421 cells, untreated and after cisplatin exposure (7.5 µM). Unpaired *t*-test used to determine statistical significance. * indicates a *p* < 0.05. ns = non-significant. **B** Flow cytometry scatter plot and associated histogram of fluorescence generated using 10-Nonyl Acridine Orange on NCE and cytoglobin expressing cells. Scatter plot and histogram x-axis represents fluorescence at 530 nm and the y-axis represents side scatter height. Histograms y-axis represents incidence count.

**Table S1:** Differentially regulated metabolites in cytoglobin (LST421) expressing cells compared to un-transfected control cells, which were confirmed with MS/MS spectra. A complete list of significantly altered metabolites shown in Table S2.

**Table S2**: Spreadsheet containing putative and confirmed MS/MS ion spectra identifications along with associated relative fold change of experimental conditions (NCE, cytoglobin expressing LST 421, NCE cells treated with cisplatin and cytoglobin expressing LST421 cells treated with cisplatin) and statistical significance testing.

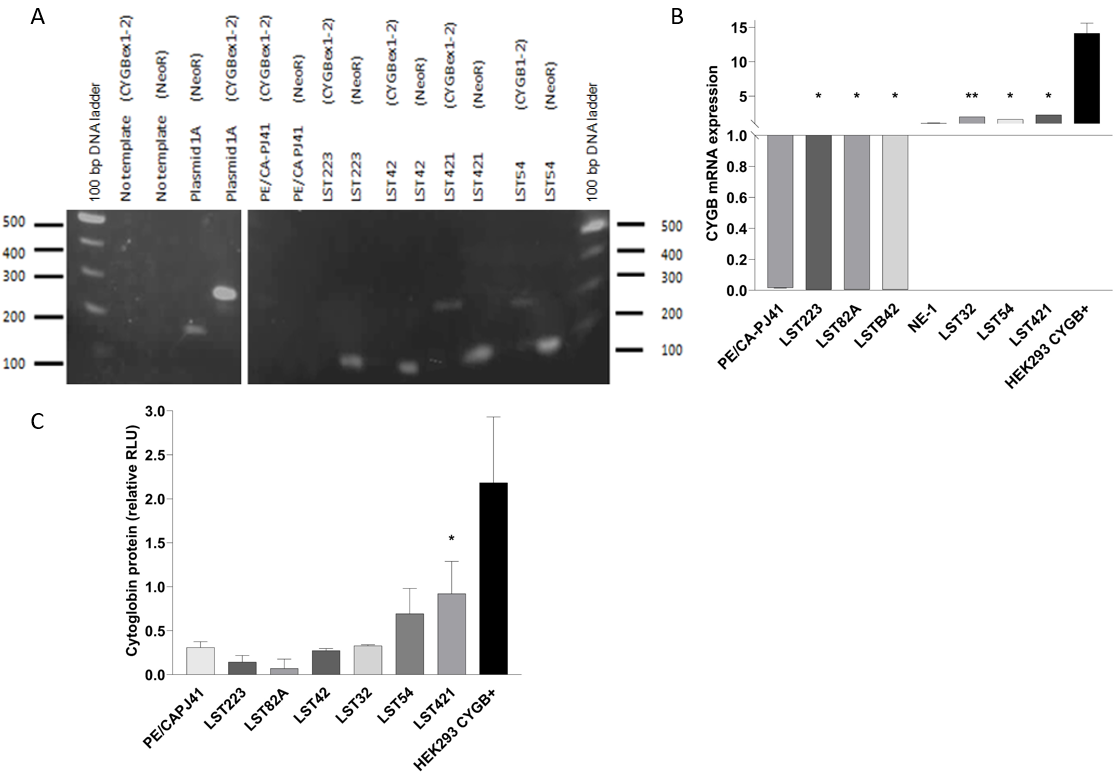

**Figure S1**

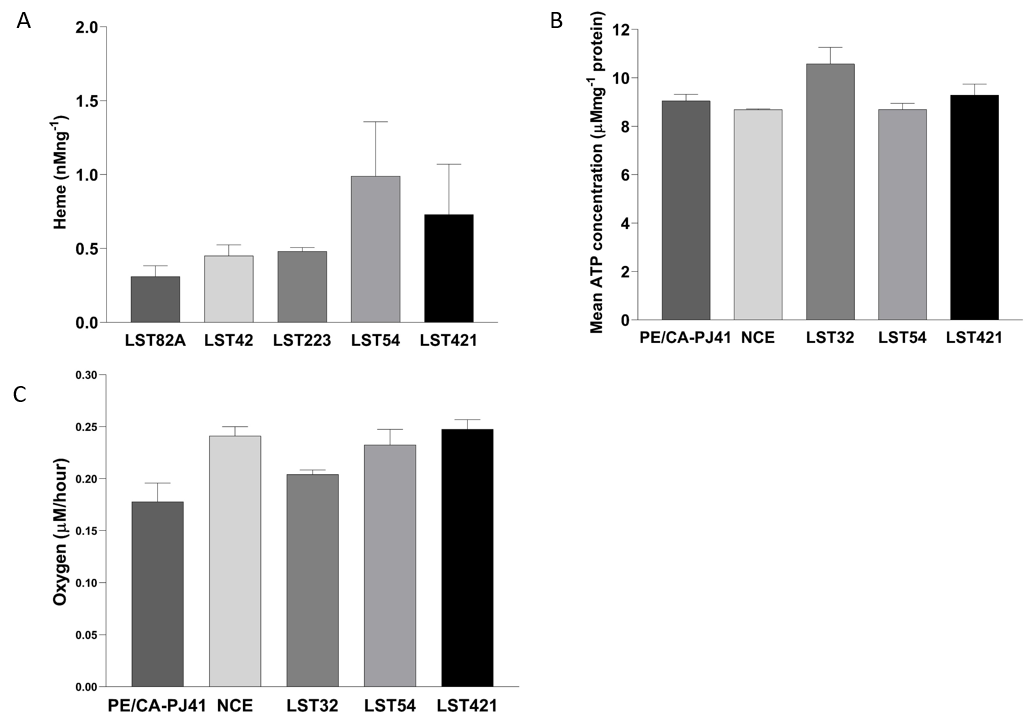

**Figure S2**

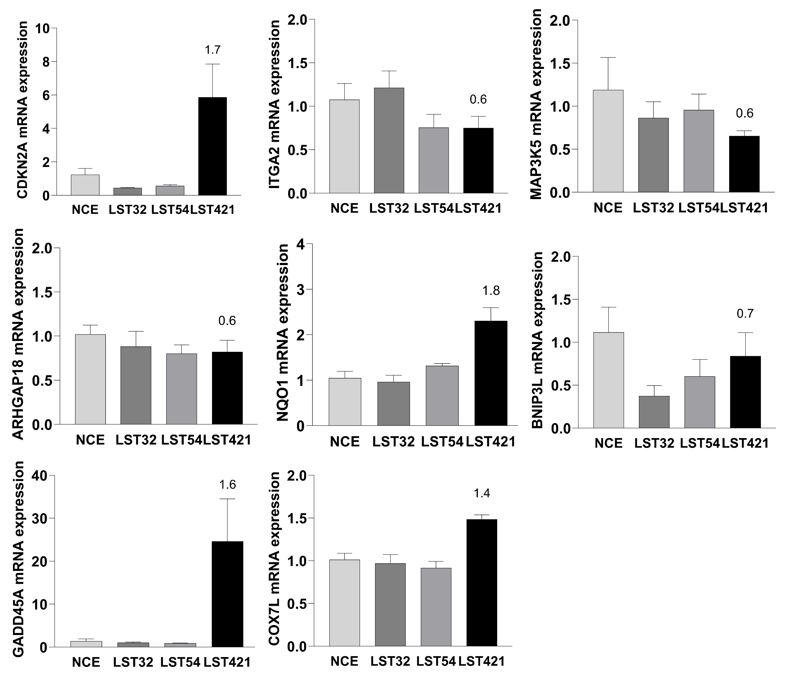

**Figure S3**

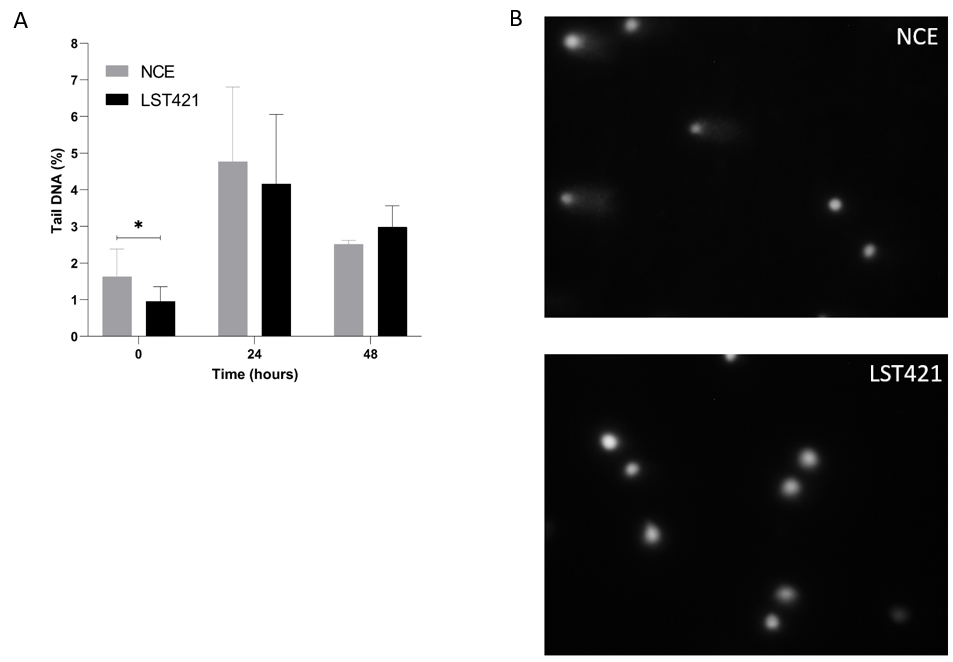
**Figure S4**

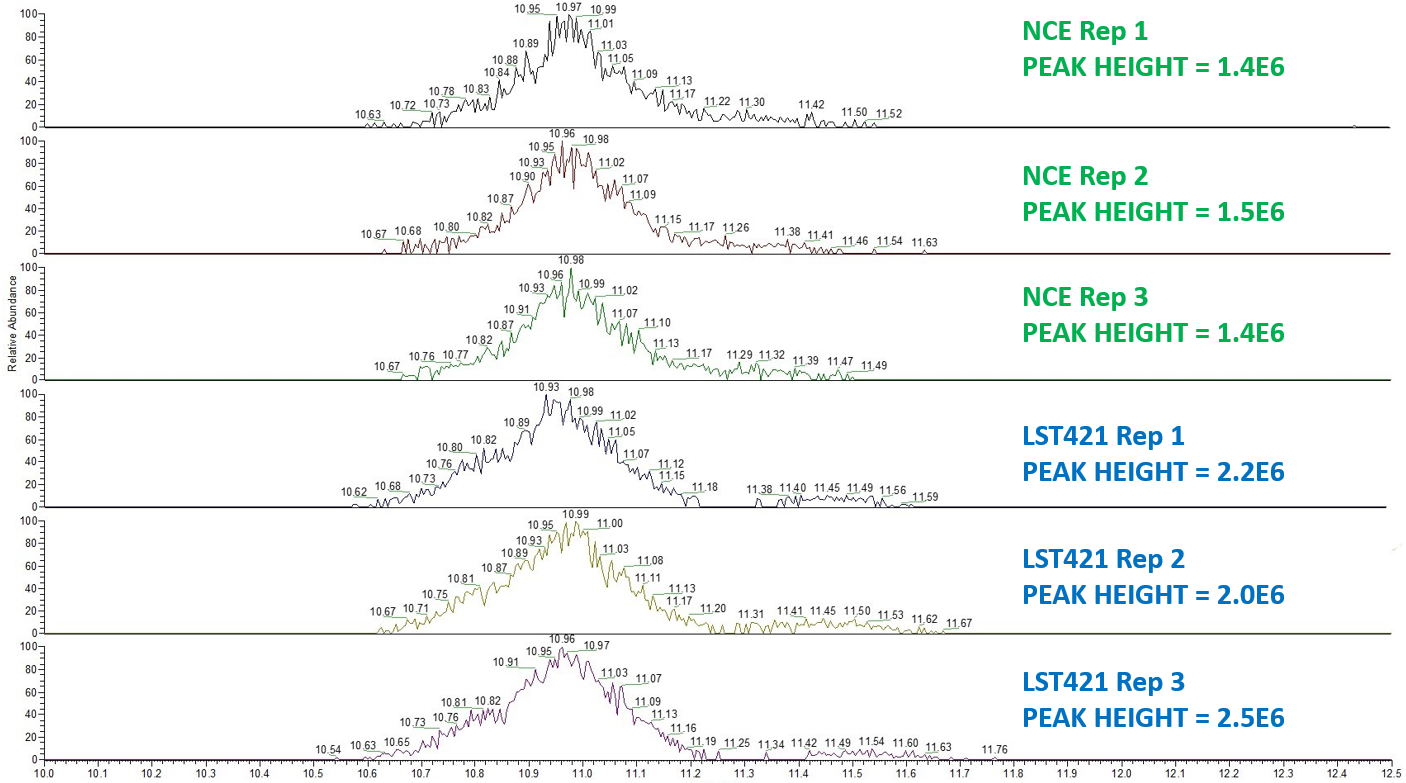

**Figure S5**

**
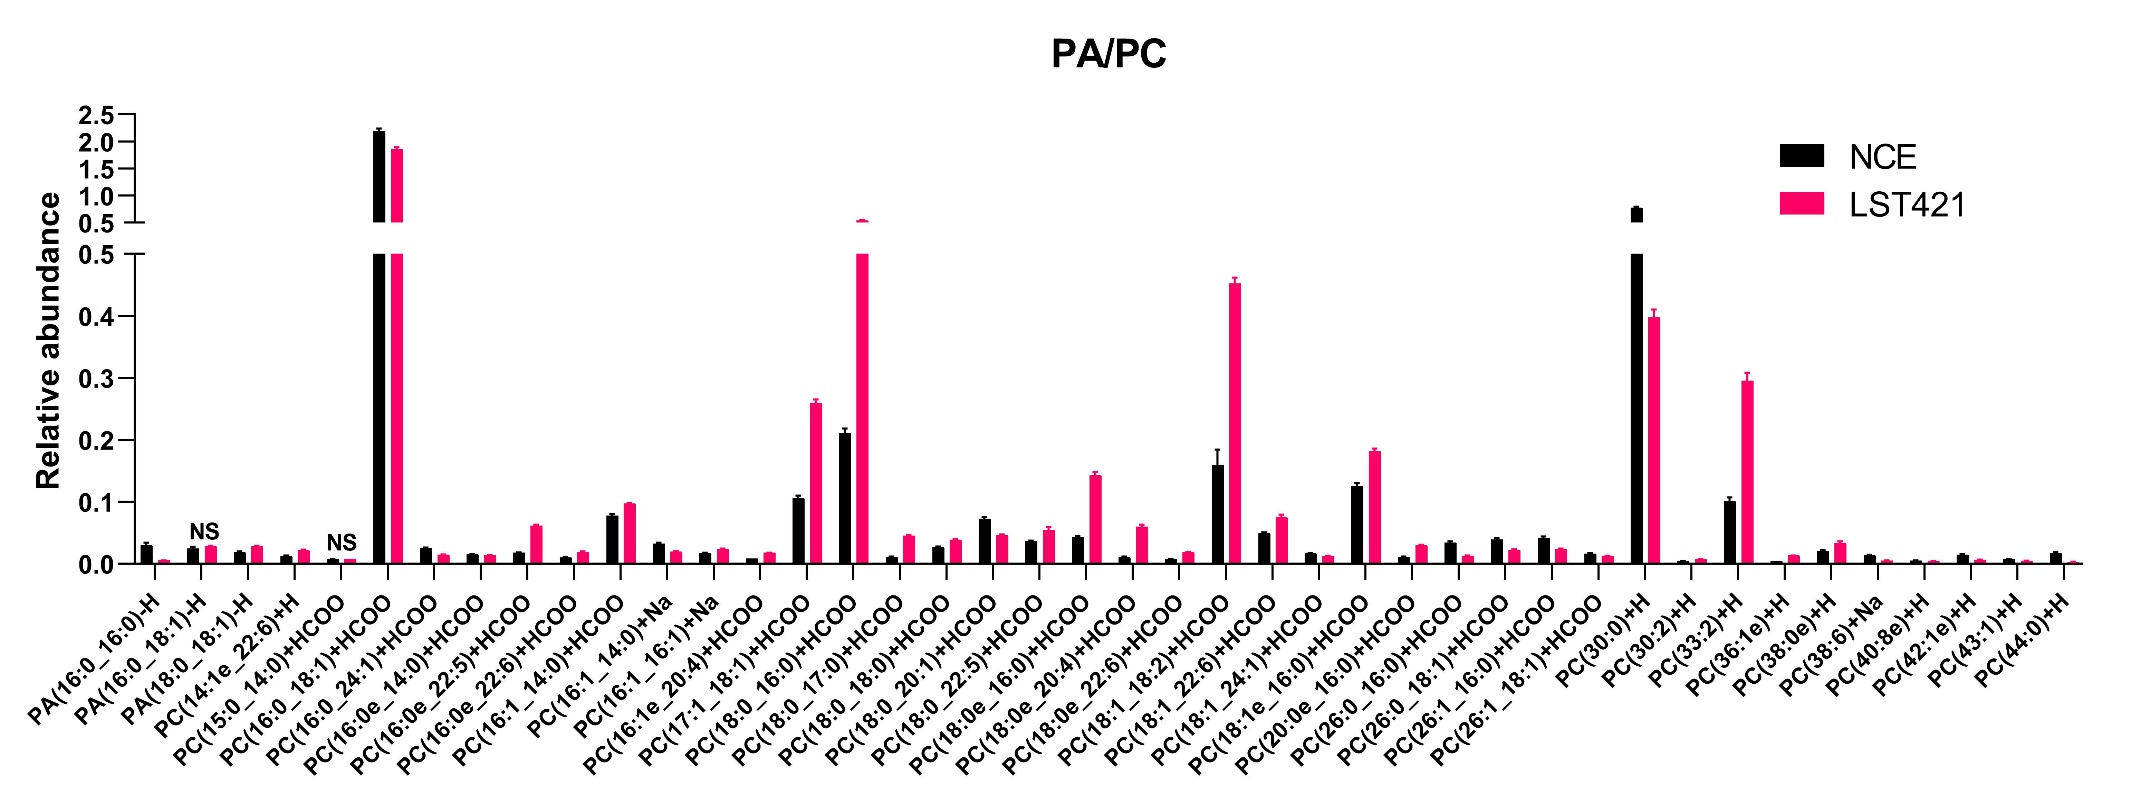
**

**Figure S6**

**
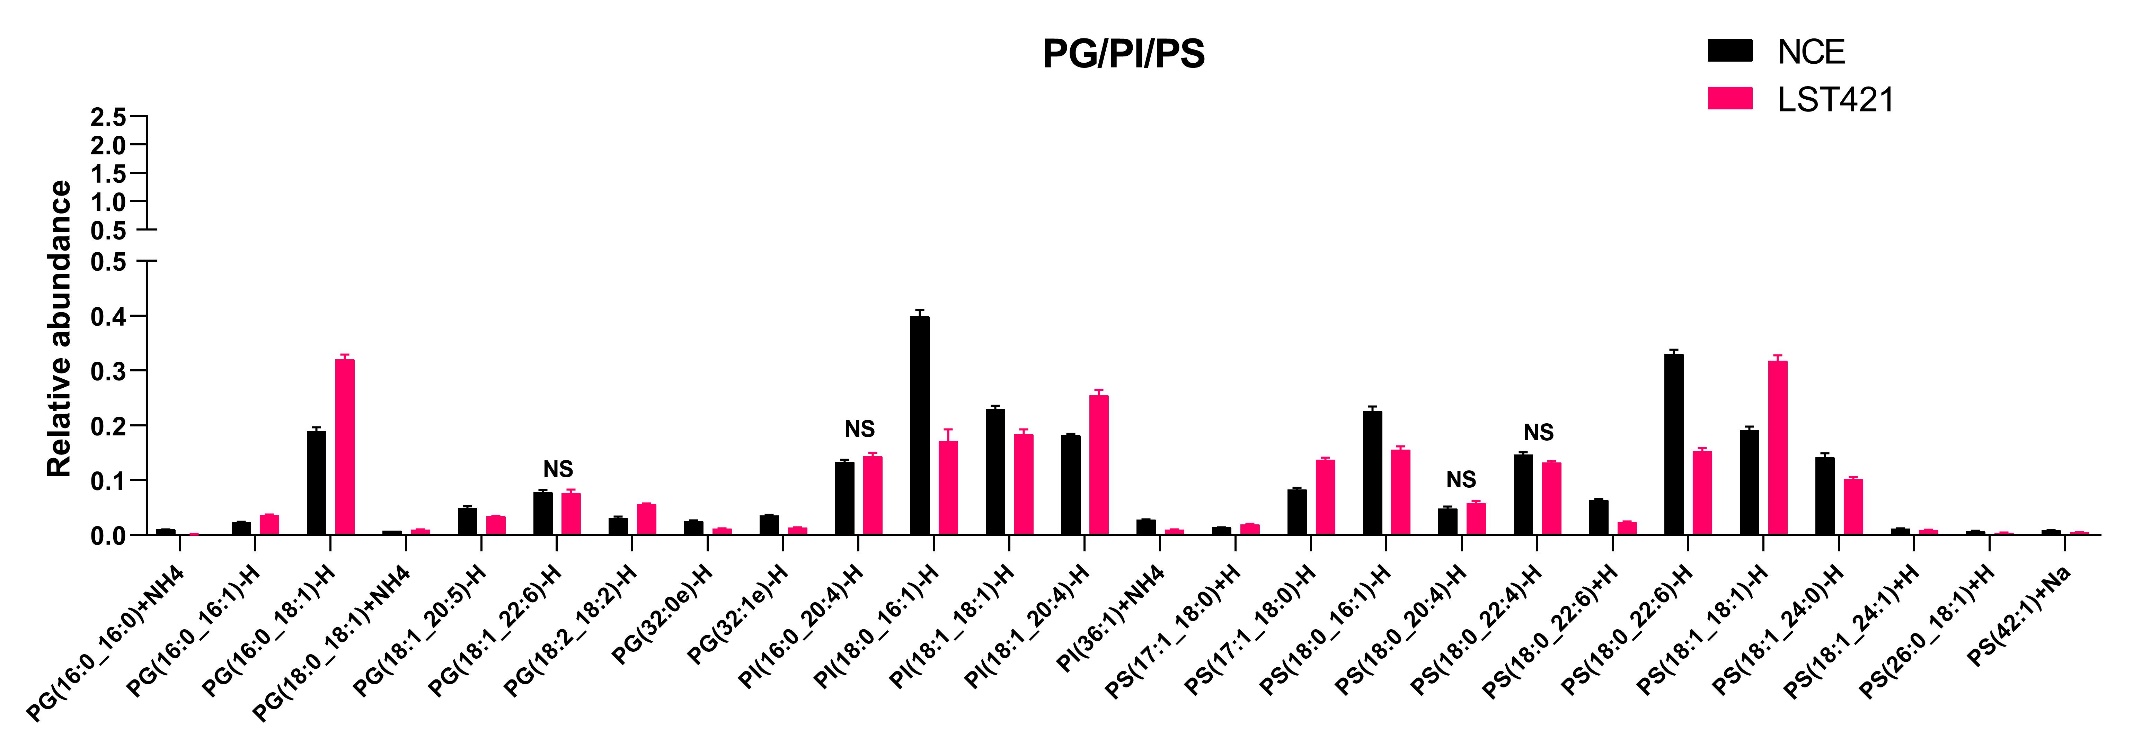
**

**Figure S7**

**
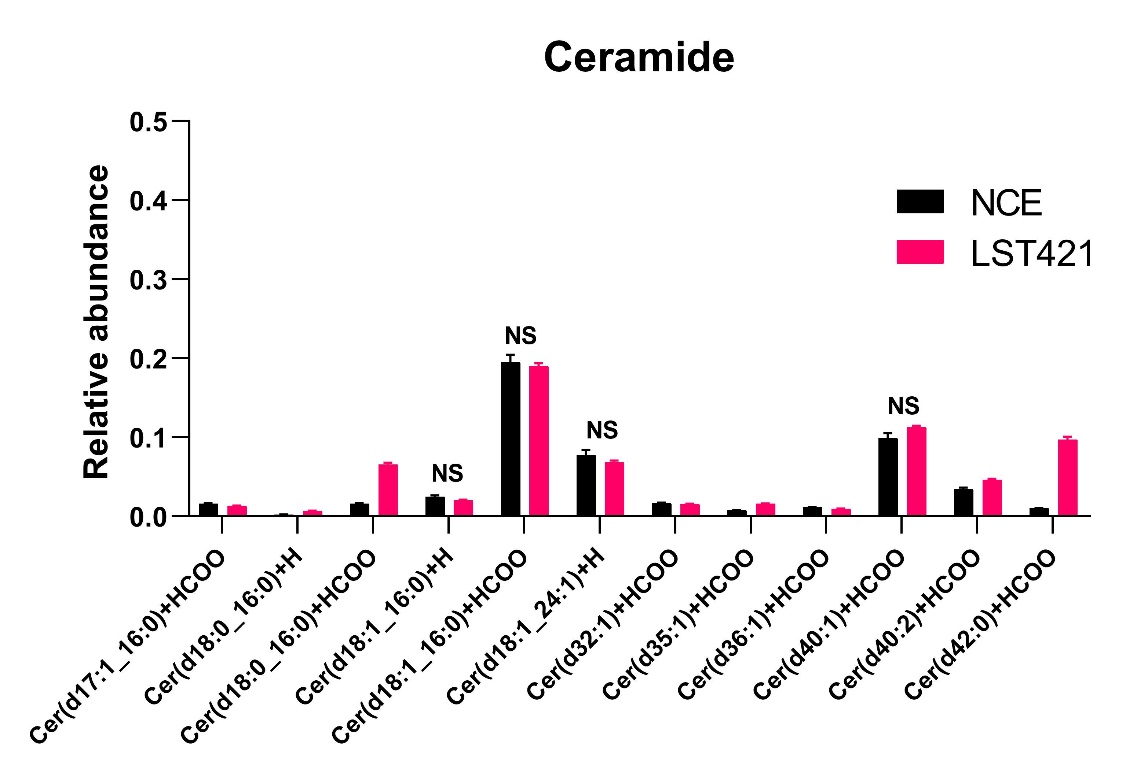
**

**Figure S8**

**
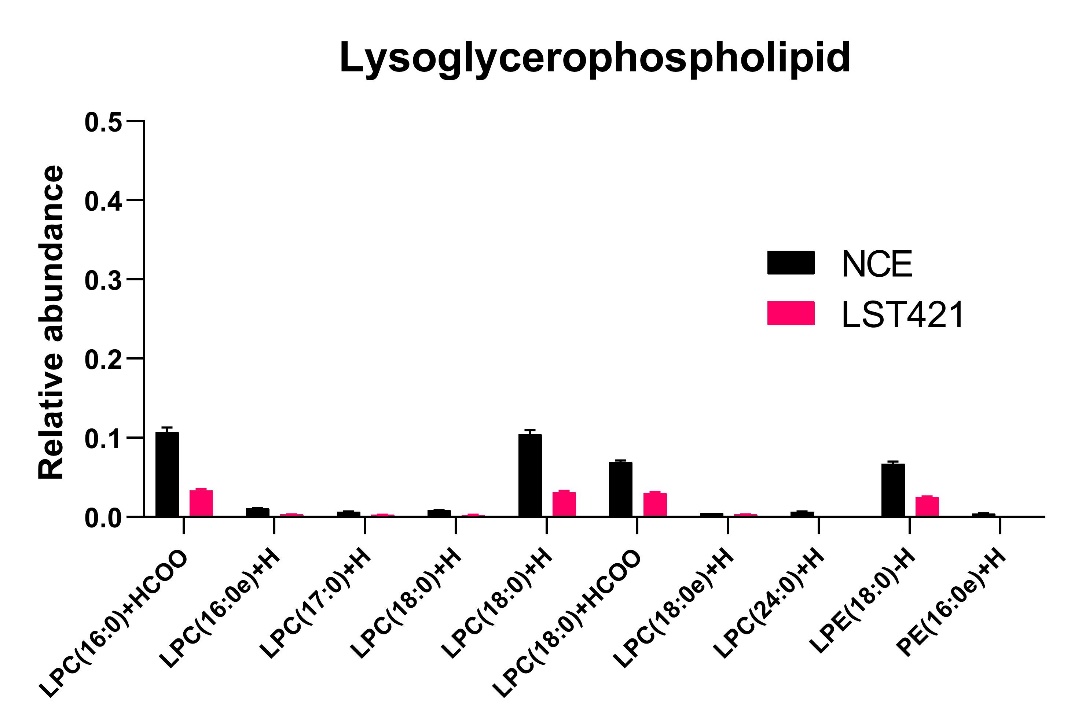
**

**Figure S9**

**
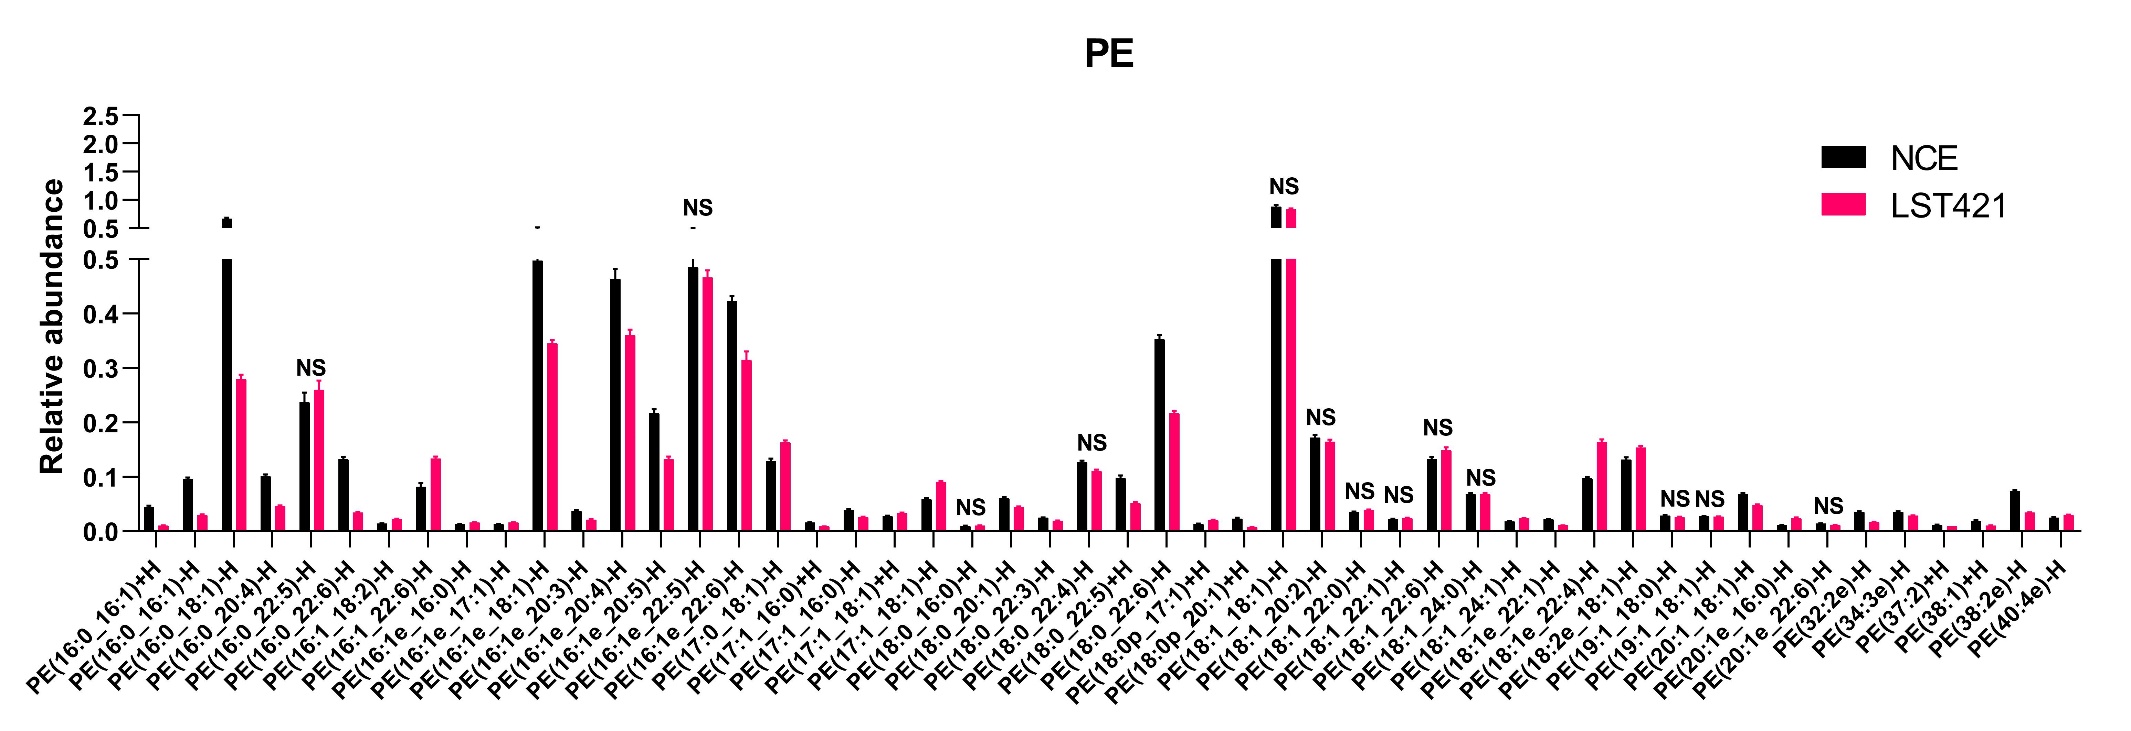
**

**Figure S10**

**
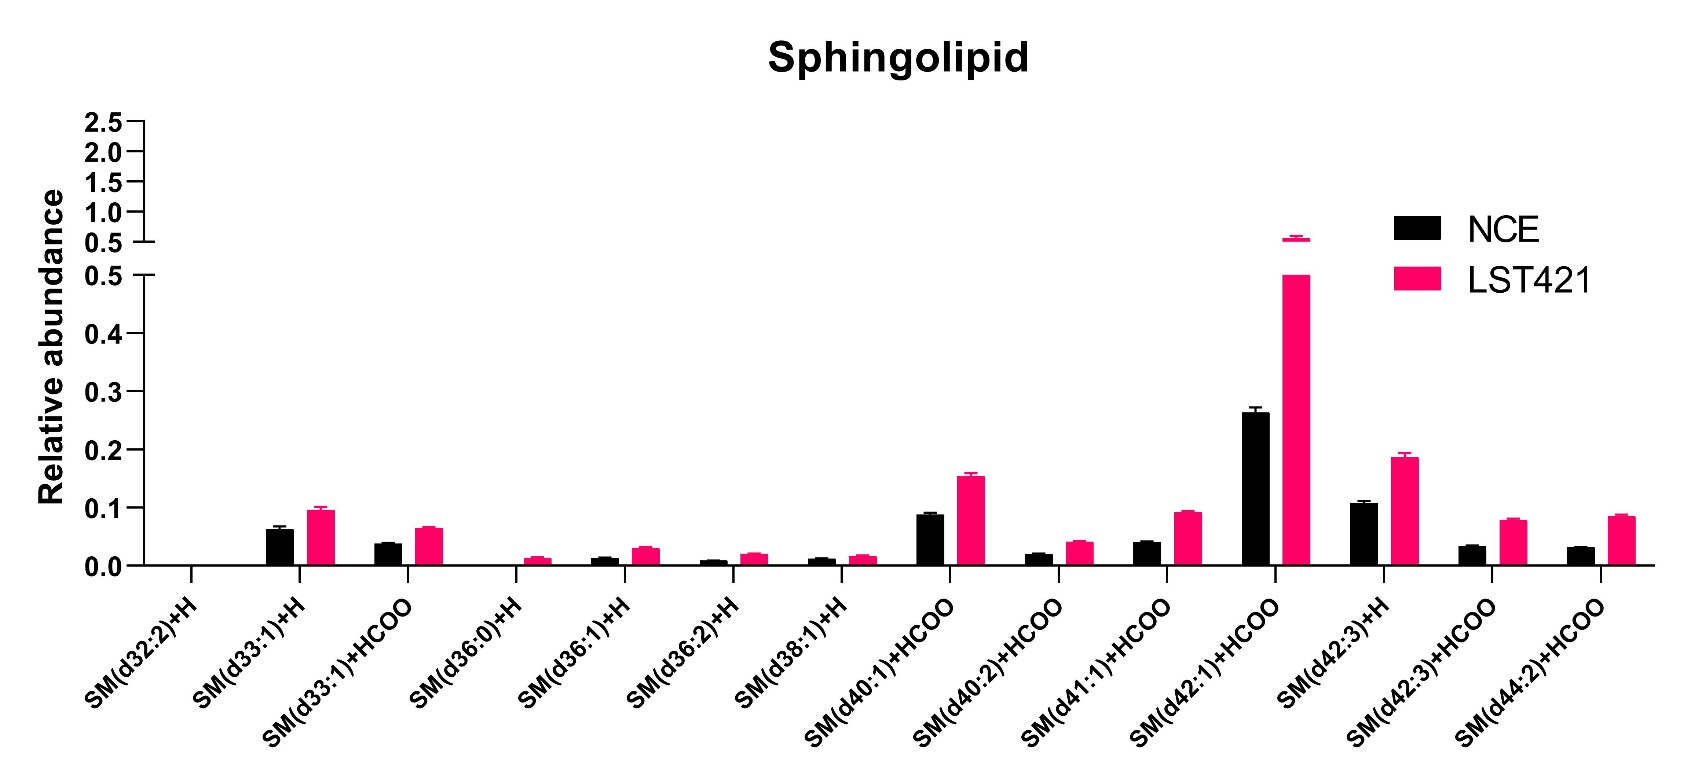
**

**Figure S11**

**A**

**
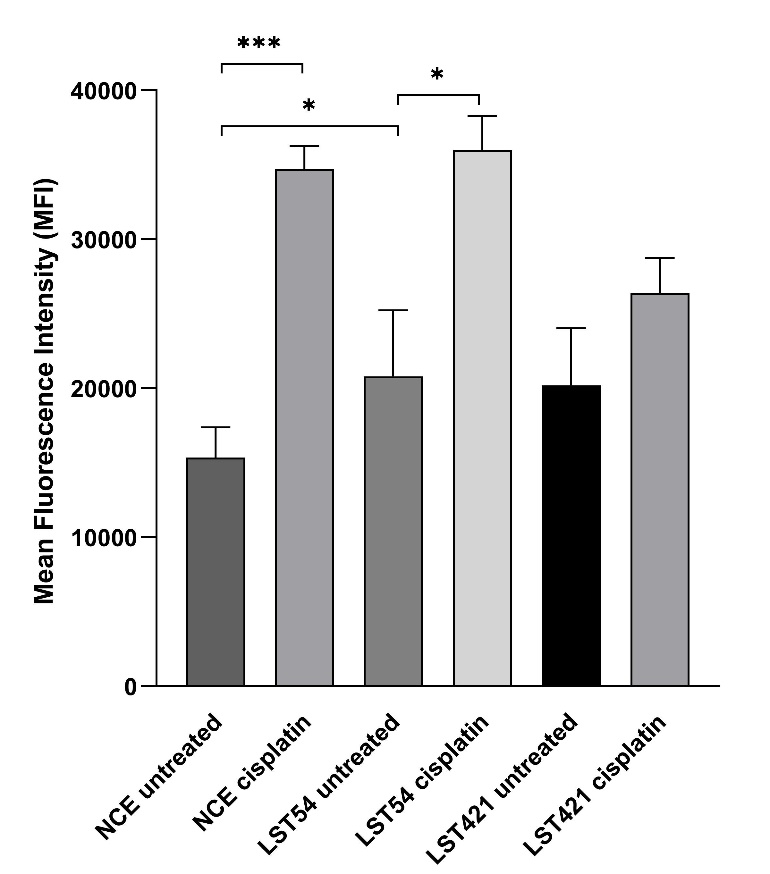
**

**B**

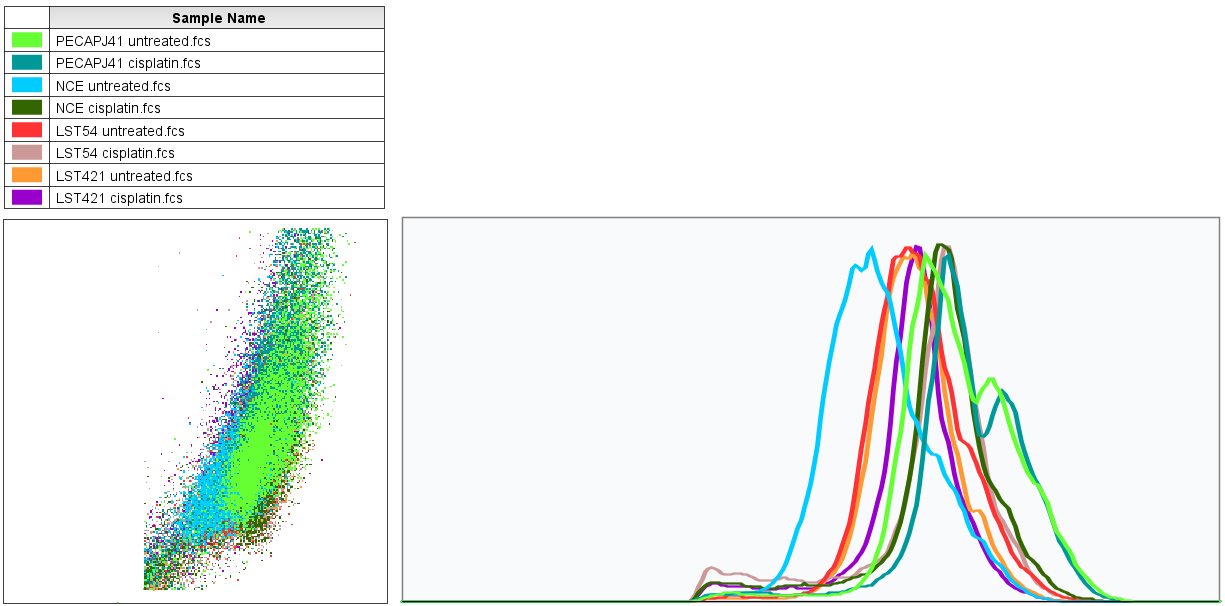

**Figure S12**

**Table S1:** Differentially regulated metabolites in cytoglobin (LST421) expressing cells compared to un-transfected control cells, which were confirmed with MS/MS spectra. A complete list of significantly altered metabolites shown in Table S2.

| **Metabolite class** | **Metabolites up-regulated** | **Metabolites down-regulated** |
| --- | --- | --- |
| Phosphatidic acid | 2 | 1 |
| Phosphatidylcholine | 27 | 16 |
| Phosphatidylglycerol | 4 | 5 |
| Phosphatidylinositol | 2 | 3 |
| Phosphatidylserine | 3 | 8 |
| Ceramides | 6 | 6 |
| Lysoglycerophospholipid | 0 | 10 |
| Phosphatidylethanolamine | 19 | 31 |
| Sphingomyelin | 14 | 0 |
| Cardiolipin | 24 | 1 |

**Table S2**: Spreadsheet containing putative and confirmed MS/MS ion spectra identifications along with associated relative fold change of experimental conditions (NCE, cytoglobin expressing LST 421, NCE cells treated with cisplatin and cytoglobin expressing LST421 cells treated with cisplatin) and statistical significance testing.

Active link to the Microsoft xcel file included in submission named data for Table S2

How the deposited data were processed for this re-analysis (not part of the article)

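The arrays compared the cytoglobin expressing clone LST421 (CYGB+) with NCE cells after 24 h in culture, with 3 biological replicates per group. Each NCE replicate was hybridised to 3 arrays and each CYGB+ replicate to 2, from 50 ng of RNA per labelling. The sample labels were read as given, and no sample was left out. The labels place every sample in the Cy3 channel, while the methods name Cy5 for the control RNA, so the green channel was used. CYGB+ is the clone LST421 alone, and the other clones are not on these arrays.

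The scanner values are the intensity of each spot as Agilent Feature Extraction wrote it per the file headers, with no normalization between arrays before deposit. They comprise a median spot brightness and its local background in both channels, a background-subtracted value and a processed value corrected for dye. The authors' value table holds natural log values as deposited. The authors made them from the background-subtracted green intensity, scaled by 1 factor per array and set relative to the CYGB+ median of each probe, as deduced from the values themselves, without quantile normalization. The table has 15040 entries, of which 15031 are probes, and the software and filter behind it are not stated.

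The analysis was planned before the data were examined. The plan named the mean spot signal, which the scanner output lacks, and the median spot signal was used in its place. Processing was done in R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and figures were drawn in Python 3.11.15 with matplotlib 3.10.9. Green signals were corrected for background by normexp with an offset of 50, converted to log2 and quantile normalized over the 15 arrays. Spots of a probe and then arrays of a biological replicate were averaged. Probes well above background on every array of at least 1 group were tested, which left 19605 of 42405. Probes were named through RefSeq accessions, and 25422 received a symbol, 93.1% of the 27310 probes with such an accession. For gene lists the brightest tested probe stood for a gene.

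The 3 CYGB+ values were compared with the 3 NCE values by limma (lmFit, eBayes, two-sided), with Benjamini-Hochberg adjustment over probes and a threshold of 0.05. Every adjusted p in the text is from limma unless another test is named. Counts were also taken past 1.5-fold and 2-fold. The 18 gene lists were written by hand from gene nomenclature before the data were examined, and tested by camera, by fry and by Fisher's exact test. Genes named in the text are those the paper names, the genes of a list with the smallest adjusted p (at most 5 in each direction), the subunits printed in Fig. 1B, and the 5 genes with the largest rise and fall among called probes measured on all arrays whose replicates did not overlap. COL4A6, MIA and other genes singled out in the closing section outside this choice were chosen after their values were seen.

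The labels number the biological replicates. Correlations of the deviations from the group mean were 0.22, 0.23 and 0.31 for replicates of the same number, and between -0.52 and 0.31 for the others. As all 3 exceed 0.1 the numbers were tried as pairs, as an alternative. In the 10 splits of the 6 values into 3 and 3, the 3 other splits that part all pairs gave 0 calls each in limma, with 29, 121 and 475 probes at an unadjusted p under 0.05, against 2364 calls and 5727 such probes in the real split.

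Simulated data with 200 changed probes tested how many are found. They held no difference between slides and no correlation between probes. On 3 against 3 values limma found 131 of 200 with 3 false calls, and with the replicate number as a block it made 0 calls. With slide as a block on 15 arrays, 43.5% were found, with 10 false calls. A list of raised probes was found by camera and fry, which called 0 of the unchanged lists.

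The share of spots well above background was between 53.8% and 61.3% per array. Slide 1 held 8 NCE arrays and slide 2 held 1 NCE array and the 6 CYGB+ arrays, with median green backgrounds between 24 and 29 and between 37 and 43. The alternatives were 2 other signals, 2 other normalizations, the authors' value table, 3 other filters, the replicate block, 3 ways to treat the 15 arrays, 2 slide settings, the methods' t-test in 2 forms and the omission of each replicate, 22 in all. Alternative list tests were fry and camera with the estimated correlation, and 1 alternative took the mean of all probes of a gene. A further 5 settings were chosen after the data were seen: the red channel, the arrays without the far CYGB+ array, array weights, the value table read as log2, and that table after quantile normalization. The red channel was not otherwise used here, and qPCR, metabolomic and protein data were not analysed here. Some results of single genes and of 1 gene list are not reported here.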

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

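The tests of the slides below were planned before the data were examined. The far array was found from the data. The fits of the red channel and without the far array were chosen after the values were seen, and so were the tests that rest on them. Among 20 measures in both groups, 40 groups of arrays were tested for an array apart from the others, and 4 stood out, where chance gives about 1 in 20.

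On the arrays of NCE cells, 1 array of replicate 1 had a median green background of 40, against at most 29 on the 8 others. It is the NCE array of slide 2, where the CYGB+ arrays have backgrounds between 37 and 43, so its background lies in the range of its slide. Whether background accounts for the called probes was tested by brightness. Bright probes (log2 signal of 10 or more) were called 1.15 times as often as dimmer ones (13.3% of 4847 against 11.6% of 14758), which argues against background as the whole source of the calls. No biological explanation was tested.

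Another NCE array, of replicate 3, had the lowest mean correlation with the other arrays of its group (0.970, next 0.981). It also had the highest signal of MAP3K5, BNIP3L and LCLAT1 among the NCE arrays. Without NCE replicate 3, 268 probes were higher and 255 lower. Without NCE replicate 2, of which no array stood out, 247 were higher and 275 lower. Such a fall was therefore not particular to replicate 3. What set the array of replicate 3 apart was not tested.

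An array of CYGB+ replicate 1 had the lowest mean correlation with the others of its group (0.933, next 0.971). In this array 3 of 3 measures chosen for this test lay outside the range of the other CYGB+ arrays: the median green signal was 45 against 47 to 62.5, the share of spots well above background 54.8% against 55.9% to 61.3%, and the background 37 against 40 to 43. Other measures of signal lay inside the range: the 75th percentile of green signal minus background was 299 (252 to 498 on the others) and the median red signal 141 (128 to 161.5). Low signal as the source of the distance therefore stays open, and a high background is argued against by the low value. The red channel of the array correlated with the others at 0.928, against 0.942 to 0.969 for those, a gap too small to tell a different RNA or hybridisation from the low signal. Without the array 96.1% of the called probes were still called in the same direction, so it does not account for the calls. No biological explanation was tested. The same array gave the highest CDS2 log2 signal of the CYGB+ arrays (9.02, next 8.55), which is the side nearer to NCE cells. Whether this follows from the low signal was not tested for this probe.

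The red channel, which the paper does not report separately, carried a signal that differed between the groups. In limma 341 probes passed an adjusted p of 0.05, 193 higher and 148 lower in CYGB+, with 4507 probes at an unadjusted p under 0.05. Among the 2330 probes called in green, 2294 (98.5%) had a red difference of the same sign. This argues against 1 common RNA in red on all arrays only if no green signal leaks into red. The slope of the red on the green difference was 0.777, and over 19079 probes the correlation was 0.807. The red channel may therefore hold RNA of the same sample as green, or green signal may leak into it, and the latter was not tested. A difference in RNA between the groups stays open beside both.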

How the results depend on the processing

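The alternatives were set before the data were examined except 5 settings: the red channel, the arrays without 1 far CYGB+ array, array weights, the deposited values read as log2 and the deposited value table after quantile normalization, which were chosen after the data were seen. Counts run in the order higher, lower, higher past 1.5-fold, lower past 1.5-fold, higher past 2-fold and lower past 2-fold; where a count is not given it lay within 1.5 times that of the comparison of 3 with 3 values. The cause of each change named below was not tested, unless said.

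With the processed signal, 1180 probes were higher past 1.5-fold, and 530 higher and 482 lower past 2-fold. Without background correction 225 were higher and 230 lower past 2-fold. With 75th percentile scaling 768 were lower. With the deposited value table 764 were higher and 680 lower, and 240 and 288 past 2-fold. Past 2-fold, 87 were higher when the tested probes were those of the deposited value table. The methods' t-test on 3 against 3 values gave 436 higher and 357 lower, 228 and 219 past 1.5-fold and 68 and 66 past 2-fold.

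Without a slide term, the 15 arrays gave more calls than the replicate means: duplicateCorrelation gave 2315 and 2247, separate samples in limma 2965 and 2860, and the t-test on 15 arrays 2925 and 2746. With the array repeat as the replicate 3883 were higher and 3800 lower. With the replicate block, which pairs the replicates by number, 1565 were higher and 1576 lower, within 1.5 times. Of 144 genes followed over the alternatives, 3 (ITGA2, NDUFA3 and UQCRQ) gained a call with the block and 0 lost one, and the block changed no other call named in the text.

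With slide as a block 270 probes were higher and 436 lower, 236 and 404 past 1.5-fold and 82 higher past 2-fold; the higher probes were 38.2% of all called, against 50.6%. With slide 2 only, 5 were higher and 13 lower, and as many past each fold (5 and 13), a share of 27.8% higher. Group and slide cannot be told apart except through the single NCE array of slide 2, and in slide 2 only this array is assumed to vary like the others, with fewer samples.

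Of the settings chosen after the data were seen, the red channel gave 193 higher and 148 lower, 192 and 147 past 1.5-fold and 74 and 46 past 2-fold. Without the far array 2056 were higher and 1997 lower, and with array weights 4702 and 4459. The deposited values read as log2 gave 764 and 680, 437 and 454 past 1.5-fold and 41 and 47 past 2-fold. That table after quantile normalization gave 195 and 163, 195 and 163 past 1.5-fold, and 95 lower past 2-fold.

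Subunits of complexes I to IV were 10 higher and 3 lower. The higher ones were 18 with separate samples in limma, 23 with the array repeat, 2 with slide as a block, 0 with slide 2 only (0 probes of this list called by limma; 1735 of all probes had an unadjusted p under 0.05), 5 by the t-test on 3 against 3, 19 by the t-test on 15 arrays, 3 in the red channel, 29 with array weights and 3 in the quantile normalized table. The lower ones were 1 with the processed signal, 75th percentile scaling, the deposited table, slide as a block, the table read as log2 and the mean of all probes of a gene, 5 with the array repeat and with array weights, and 0 by limma with slide 2 only, in the red channel and in the quantile normalized table (4507 and 2991 of all probes at an unadjusted p under 0.05 in the last 2).

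Of 18 lists, 2 were higher and 0 lower. The higher ones were 1 with cyclic loess, 0 with slide as a block, with slide 2 only, in the red channel and in camera with the estimated correlation (3, 4, 1 and 1 by camera at an unadjusted p under 0.05), and 6 in fry, which also gave 2 lower. At an unadjusted p under 0.05, camera gave 0 lower lists in the comparison of 3 with 3 values, and 2 with slide as a block and 2 with slide 2 only. The log2 fold change of CYGB was -0.055, and it was 0.047 in the deposited table, 0.023 with array weights, 0.032 in the table read as log2 and 0.029 after quantile normalization, with no call in any setting. In the red channel it was -0.60 (adjusted p = 0.487).

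Leaving out 1 replicate gave 247 to 1268 higher and 255 to 1147 lower probes, 247 to 705 and 255 to 714 past 1.5-fold, and 106 to 158 and 104 to 166 past 2-fold. Subunits were 4 to 11 higher and 0 to 2 lower, lists 0 to 3 higher (0 without CYGB+ replicate 2) and 0 to 0 lower, and CYGB lay between -0.31 and 0.22. These fits have fewer samples.

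Of 144 genes followed over the alternatives, 113 were called, and all 113 kept their direction in each alternative set before the data were examined in which their probe was tested (the deposited value table and its probes cover 113 of the 144 genes, and the filter on all 15 arrays 137). Of these, 5 were called in each such alternative and 28 in all but the slide settings. With slide as a block 72 of the 144 kept direction and side of the threshold, 64 lost the call and 8 changed sign without a call; with slide 2 only these were 28, 108 and 8. In the red channel, BNIP3L (0.29, adjusted p = 0.312) and P4HA1 (0.11) were reversed, without a call.

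Signal over background limits the dim probes: 199 called probes were dim on some arrays, of which 14 on all NCE and 8 on all CYGB+ arrays.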

Differences from the paper's values

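Each value of the paper is marked as the paper's. The paper's counts of transcripts rest on its own probe set.

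The paper's 3346 higher transcripts compare with 1197 probes, its 3055 lower with 1167 and its 6401 different in all with 2364. The counts come within 1.5 times with duplicateCorrelation, with 15 arrays as separate samples in limma, with the array repeat as the replicate and with the t-test on 15 arrays, and not in the 18 other alternatives set before the data were examined. Array weights, chosen after the values were seen, also come within it (4702 and 4459).

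The paper's 272 transcripts higher by 2-fold or more compare with 144. Without background correction and in the deposited value table the difference is within 1.5 times, and in the 20 others set before the data were examined it is not. The paper's 227 lower by 2-fold or more compare with 147. The difference is within 1.5 times without background correction, with cyclic loess, in the deposited value table, with the replicate block, with the array repeat as the replicate, and without NCE replicate 1, CYGB+ replicate 2 or CYGB+ replicate 3, and not in the 14 others. Array weights, chosen after the values were seen, gave 163.

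For complex I the paper gives 13 higher and 3 lower subunits, against 5 and 1. Separate samples in limma, the array repeat as the replicate, which gives 13, and the t-test on 15 arrays come within 1.5 times for both, and the 20 others do not. For complex II the paper gives 2 higher, against 0 by limma, and none of 23 alternatives comes within 1.5 times. For complex III the paper gives 5 higher and 1 lower, against 1 and 0. None of 23 alternatives comes within 1.5 times for the higher ones, and the array repeat as the replicate alone, of 23, for the lower one. Array weights, chosen after the values were seen, gave 17 higher and 3 lower in complex I and 4 higher in complex III, which for these 3 is within 1.5 times of the paper's.

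The paper names MAP3K5 as raised in its discussion, where its qPCR rise in Fig. 3D is from cells treated with cisplatin, and on the arrays, whose labels name no drug, it fell by 1.02 (adjusted p = 0.00455). The array fold the paper prints for it, about 0.6 in Figure S3, read by eye, is lower too. The paper lists CDS1 and LCLAT1 among the lower genes of cardiolipin synthesis. CDS1 was called lower in none of the settings run. The second probe of LCLAT1 was called lower by duplicateCorrelation, separate samples in limma, the array repeat as the replicate, the t-test on 15 arrays and, chosen after the values were seen, array weights. The paper states that HADHA, TAZ and the phosphatase of phosphatidylglycerol phosphate were not on the array, and each has a probe. In Fig. 1B SDHC is higher, while its brightest probe was lower (-0.53). UQCR10 is higher there and had a log2 fold change of -0.069 on its brightest probe, while another of its probes was higher (0.29) and was called in the settings given below. ITGA2 is lower in the paper and was not called (adjusted p = 0.120), except with the replicate block, duplicateCorrelation, separate samples, the array repeat, the t-test on 15 arrays and, chosen after the values were seen, array weights. The paper finds N-glycan biosynthesis enriched among its lower transcripts, a larger set than the lower genes called here. In the list used here 2 of 42 genes were lower, 0.679 times as frequent as among all tested genes (Fisher's exact test, two-sided, p = 0.767). Adjusted over the list alone 3 were higher and 7 lower, so these few calls do not settle a difference from the paper.

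Subunits of Fig. 1B that were not called are called, on at least 1 probe, in the following settings. NDUFA10 and SDHB are called with duplicateCorrelation, separate samples, the array repeat, the t-test on 15 arrays, array weights and without the far array, and COX17 in all of these but duplicateCorrelation. NDUFA1 is called in those 6 and with the processed signal and the probes of the deposited table. NDUFA3 is called in those 6, with the probes of the deposited table, the replicate block and without CYGB+ replicate 3. UQCRQ is called in those 6, with the probes of the deposited table, the processed signal, the replicate block and without CYGB+ replicate 1. UQCR10 is called with duplicateCorrelation, separate samples, the array repeat, array weights, the t-test on 15 arrays, no filter on dim probes and the processed signal. COX7A2 and UQCRB are called with the array repeat, NDUFA6 with array weights, NDUFB2 with the t-test on 15 arrays, NDUFB9 with array weights and without the far array, and UQCRH with array weights and the array repeat. Array weights and the fit without the far array were chosen after the values were seen.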

Other observations

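The tests of the repeats, of the condition labels and of the Figure S3 scale below, and the comparison of the slide 2 array with other arrays left out in the same way, were chosen after the result was seen, and the others were planned before the data were examined.

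The 3 CYGB+ and 3 NCE values allow 10 splits, and 1 of 10, the real one, gave as many calls as it did. The other splits gave 0 calls each in limma, with 29 to 1973 probes at an unadjusted p under 0.05. The smallest share that 10 splits allow is 0.1, so this count alone cannot exclude chance. A difference between slides was tested with the NCE array of slide 2. Over the 2702 probes called without it, its median position was 0.228 on a scale from 0 (NCE on slide 1) to 1 (CYGB+), and 72.9% of probes lay nearer to NCE. Each of the 8 other NCE arrays, with the probes called without it in turn, lay between -0.045 and 0.10. The slide 2 array lies above this range, and part of the calls may follow the slide. With a single NCE array on slide 2, a difference between slides cannot be told apart from a difference of this array. Counting the arrays of a replicate as samples is a candidate explanation of high counts: the t-test on 15 arrays called 7.15 times as many probes as that on 3 against 3 values, a test that was chosen after the counts were seen.

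The CYGB probe was at the same level in both groups (log2 fold change -0.055). Exchanged labels would reverse every direction, and are argued against by 8 of 8 genes of Figure S3, which changed on the arrays in the direction of the qPCR of LST421. The exact two-sided sign test gave p = 0.00781. It takes the genes as independent, while the authors selected them and they were measured in the same samples, so this p does not measure the evidence on the labels. A single wrong label, or cells exchanged before both assays, stays open. Saturation is argued against, since the probe was saturated on 0 arrays. Whether the probe lies outside the cloned sequence cannot be told apart from other sources, as its position is not given, and the value -0.055 decides nothing. The probe was also well above background on all 9 NCE arrays, in cells that the paper gives as not expressing cytoglobin. A position outside the cloned sequence would not by itself account for this signal, and its source was not tested. Only 1 clone was on the arrays, so a clone effect was not tested.

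The folds printed in Figure S3 may be natural log values read as log2. For 7 of 8 genes 2 to the power of the natural log difference lay within 0.1 of the printed fold. This was found from the same values. The paper's counts past 2-fold do not show such a reading. They lie nearer to those of the deposited value table as natural log (240 higher and 288 lower) than read as log2 (41 and 47). These counts also depend on the test used.

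Subunits of complexes I to IV rose more than other genes (median log2 fold change 0.16, 53 of 67 above 0). Matched on brightness, random genes had a median as high in 33 of 10000 draws (0.33%), with a typical draw at 0.057, which argues against brightness. The 80 ribosomal protein genes had a median of 0.043 (2 higher and 0 lower in limma, 50 above 0), which argues against a rise of short or ribosomal-like transcripts together; cyclic loess, slide as a block and slide 2 only put that median below 0. The subunit median was 0.18 with slide as a block and 0.16 with slide 2 only. The rise is left as a hypothesis, since the slides are open.

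COL4A6 was well above background on 0 of 9 NCE arrays and at least 16.7-fold higher in CYGB+, and MIA was at least 2.39-fold lower. COL4A6 and COL4A5 shared the smallest adjusted p (6.96e-06). The cause was not tested. In the deposited value table the arrays differ in spread, with an interquartile range between 0.126 and 0.850, and 97.6% of its probes were well above background on all arrays.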
